# Acute expression of human APOBEC3B in mice results in RNA editing and lethality

**DOI:** 10.1186/s13059-023-03115-4

**Published:** 2023-11-24

**Authors:** Alicia Alonso de la Vega, Nuri Alpay Temiz, Rafail Tasakis, Kalman Somogyi, Lorena Salgueiro, Eleni Zimmer, Maria Ramos, Alberto Diaz-Jimenez, Sara Chocarro, Mirian Fernández-Vaquero, Bojana Stefanovska, Eli Reuveni, Uri Ben-David, Albrecht Stenzinger, Tanja Poth, Mathias Heikenwälder, Nina Papavasiliou, Reuben S. Harris, Rocio Sotillo

**Keywords:** APOBEC3B, RNA editing, Mutations, Mouse models, DNA damage

## Abstract

**Background:**

RNA editing has been described as promoting genetic heterogeneity, leading to the development of multiple disorders, including cancer. The cytosine deaminase APOBEC3B is implicated in tumor evolution through DNA mutation, but whether it also functions as an RNA editing enzyme has not been studied.

**Results:**

Here, we engineer a novel doxycycline-inducible mouse model of human APOBEC3B-overexpression to understand the impact of this enzyme in tissue homeostasis and address a potential role in C-to-U RNA editing. Elevated and sustained levels of APOBEC3B lead to rapid alteration of cellular fitness, major organ dysfunction, and ultimately lethality in mice. Importantly, RNA-sequencing of mouse tissues expressing high levels of APOBEC3B identifies frequent UCC-to-UUC RNA editing events that are not evident in the corresponding genomic DNA.

**Conclusions:**

This work identifies, for the first time, a new deaminase-dependent function for APOBEC3B in RNA editing and presents a preclinical tool to help understand the emerging role of APOBEC3B as a driver of carcinogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03115-4.

## Background

RNA editing is emerging at the forefront of epitranscriptomics having a fundamental role in multiple human diseases, including cancer [1–4]. This mechanism generates changes at the RNA level regulating genetic plasticity and resulting in protein diversity. RNA editing is a co- or post-transcriptional modification that most frequently involves the conversion of cytosine to uracil (C-to-U) or adenosine to inosine (A-to-I) by APOBEC or ADAR family of deaminases, respectively [5]. Although A-to-I editing has been reported extensively in thousands of positions in different species, C-to-U editing has been investigated to lesser extent. The first C-to-U editing event was described in apolipoprotein B (*ApoB*) mRNA which results in a stop codon (UAA) and the generation of the truncated protein ApoB48 [6]. *ApoB* mRNA editing is associated with the metabolism of lipoproteins and impaired editing increases the risk of cardiovascular disease [7, 8]. To date, only a few studies have directly connected C-to-U conversion to biological processes including cancer [9–12]. Even though most edits occur in non-coding regions and could have no impact, these modifications may trigger novel splice sites, alter microRNAs activity, and/or mRNA stability. Interestingly, it has been shown that the impact of RNA editing on proteome diversity is comparable to, or even greater than, that of somatic mutations [13, 14].

RNA C-to-U editing activity appears to be restricted to a few APOBEC members. Apobec1, the first member identified as an RNA editing enzyme is responsible for the editing of *ApoB* mRNA [15]. Overexpression of Apobec1 in mice and rabbits leads to hepatocellular carcinomas showing hyper-editing of multiple cytosines at different sites other than the canonical one on the *ApoB* mRNA [16], suggesting that high levels of APOBEC1 result in the loss of editing fidelity. In addition, under hypoxic conditions and interferon stimulation, the upregulation of APOBEC3A (A3A) has been associated with increased RNA editing in macrophages [17]. Human tumors expressing high levels of A3A also exhibit significant mRNA editing [18]. Lastly, APOBEC3G (A3G) has shown editing activity in HEK293T cells and lymphocytes [19]. These deaminases are promiscuous when selecting their substrate as they have an intrinsic ability to deaminate single-stranded DNA cytosines [12, 17, 20–23]. In comparison, other family members such as AID and APOBEC3B (A3B) have only been described to function at the DNA level [24–26]. Although there is evidence that AID and A3B are capable of binding to single-stranded RNA, this interaction appears to inhibit (not promote) editing activity [27–29].

Many different cancer genomes also manifest high levels of single base substitution (SBS) mutations attributable to APOBEC-catalyzed DNA editing [25, 26, 30–33]. These mutations are biased toward TCA and TCT motifs and are mostly comprised of C-to-T transitions and C-to-G transversions (SBS2 and SBS13, respectively, in COSMIC) [34]. The two APOBEC3 family members responsible for DNA mutations are A3A and A3B [30, 35]. A3A and A3B expression leads to the accumulation of mutations as well as DNA damage, which may compromise cellular integrity [25, 33, 36–39]. Indeed, clonal DNA sequencing revealed that A3A and A3B may be expressed in episodic bursts suggesting that continuous expression of these deaminases may be toxic for cancer cells [40]. In line with these results, the presence of APOBEC mutational signatures in human tumors does not always correlate with expression levels of A3A/B [18, 40]. Unlike DNA mutations, RNA editing is a dynamic process which does not leave a permanent footprint and RNA edits disappear right after the responsible enzymes are no longer expressed or after the turnover of the edited transcripts. Indeed, a recent study indicated that A3A activity can be detected by monitoring RNA editing hotspots [18]. Although several studies have addressed the relevance of RNA editing in cancer and other diseases [3, 4] the complexity of capturing the labile editing scenario could have masked editing activity by other APOBEC members. Therefore, whether A3B represents an epigenetic threat to RNA and cellular integrity has yet to be investigated.

Here, we report the development of a novel doxycycline-inducible mouse model expressing the human A3B. Upon doxycycline administration, high and sustained A3B levels are achieved in different tissues which trigger rapid lethality. Whole exome and transcriptome analysis of *A3B*-expressing tissues identified hundreds of A3B-induced RNA editing events with 5’-UCC as a preferred sequence context with the first C edited. Some of the A3B-edited positions appear to be hotspots that occur in the same RNA substrate in several distinct tissues of different mice. Importantly, continuous expression of catalytically active A3B is required for detecting RNA editing, since complete silencing of the *A3B* transgene as well as overexpression of a deaminase mutant *A3B* results in the lack of editing. Together our results identify a new function for *A3B* in RNA editing, which expands our understanding of the broader APOBEC family of editing enzymes and provides new opportunities to investigate the consequences of *A3B* expression in cancer and other diseases.

## Results

### Generation of an inducible mouse model for human APOBEC3B

To investigate the consequences of A3B activity in vivo, human *APOBEC3B* fused to turboGFP (hereafter *A3B*) was introduced into the *ColA1* locus of KH2 mouse embryonic stem cells [41] (Fig. 1A). In this system, *A3B* expression is placed under the control of a tetracycline-inducible operator (*tetO*) sequence. Mice containing *A3B* were crossed with a constitutive *CAGs-rtTA3* transgene (Additional file 1: Fig. S1A) that results in robust expression of the rtTA transactivator in adult tissues [42]. Adult 4-week-old *TetO-A3B-tGFP/CAGs-rtTA3* (*A3B*) mice were fed ab libitum with doxycycline (dox)-containing diet to systematically overexpress the *A3B* transgene. Ten days after daily doxycycline exposure human A3B was expressed most intensely in the liver and in the pancreas, with the enzyme localized predominantly to the nuclear compartment (Fig. 1B-D and Additional file 1: Fig. S1B-C). In comparison, intermediate levels of A3B protein were found in the intestine, and lower levels were detected in lung and spleen (Fig. 1B-D). We then sought to demonstrate if the *A3B* transgene retains its deaminase activity. Single-stranded DNA C-to-U activity assay with soluble protein extracts from *A3B*-expressing tissues demonstrated that A3B is functionally active (Fig. 1E) and the percentage of deaminated oligo is proportional to the amount of protein (Fig. S1D). To compare A3B expression levels in mice to those in humans, mRNA expression from livers, pancreas and lungs from *A3B* mice was normalized to the housekeeping gene encoding TATA-binding protein (TBP). Lung tissues showed A3B expression within the range observed across human cancers, while A3B expression in liver and pancreas was comparable to human tumors exhibiting the highest A3B levels which have been associated with poor survival in patients [43–45] (Additional file 1: Fig. S1E).

**Fig. 1:**
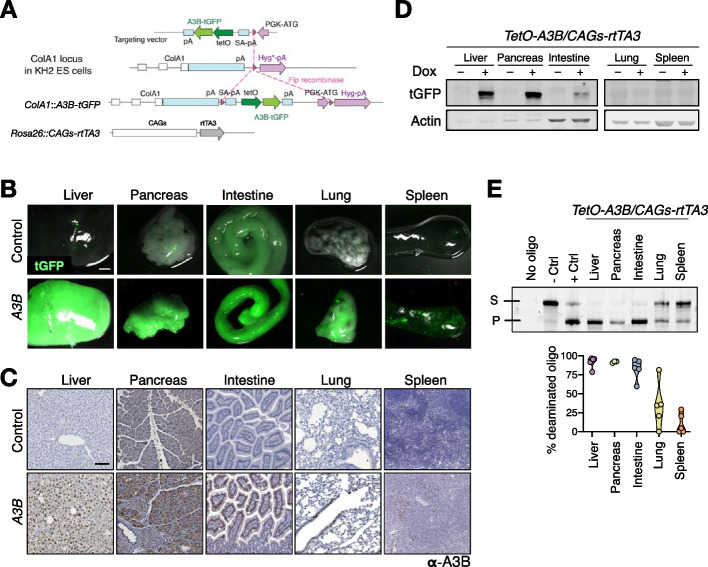
Generation of A3B-inducible mice. **A** Schematic representation of the strategy used for the generation of human A3B transgenic mice. Under a TRE promoter, the human *A3B* cDNA fused to *tGFP* was inserted after homologous recombination into the *ColA1* locus of KH2 ES cells. **B** Macroscopic images demonstrate tGFP fluorescence in tissues from *A3B* mice fed with doxycycline for 10 days (scale bar: 3 mm). **C** Immunohistochemistry of A3B in the indicated tissues from *A3B* mice fed with doxycycline for 10 days (scale bar: 100 μm). **D** Western blot analysis showing A3B levels in the indicated tissues from *A3B* mice with and without doxycycline treatment for 10 days. Anti-actin blots are shown as loading controls. **E** Representative DNA cytosine deaminase activity from whole cell extracts in the indicated tissues (S, Substrate; P, Product) and the corresponding quantification showing the % of the deaminated oligo (*n* = 5 mice per tissue)

### Acute APOBEC3B induction in vivo is lethal

To examine the consequences of expressing A3B in vivo, dox-containing food was given to adult-4-week old *TetO-A3B/CAGs-rtTA3* mice. Unexpectedly, *A3B* mice showed a rapid health deterioration, and all animals died within 6 to 14 days after dox administration, while control animals were healthy beyond 365 days (Fig. 2A). Prior to death, A3B-expressing mice were largely unresponsive and immobile with a clear ‘‘trembling’’ phenotype. Macroscopically, *A3B* livers appeared indicative of fatty acid accumulation and close examination revealed a moderate to severe microvesicular steatosis (Fig. 2B), with few scattered lymphocytes and numerous apoptotic hepatocytes verified by cleaved caspase staining (Fig. 2C). Analysis of paraffin sections revealed also an increase in DNA damage (γH2AX staining) in *A3B* livers compared to controls whereas no differences in proliferation were observed (Additional file 1: Fig. S2A). Differential expression analysis of RNA-sequencing (RNA-seq) data comparing control and *A3B* expressing livers indicated a metabolic disturbance, due to the downregulation in the cholesterol metabolism (Additional file 1: Fig. S2B). 

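RNA-seq of liver and pancreas covered livers from 6 A3B mice and 2 controls and pancreases from 6 A3B mice and 2 controls, and these 16 samples are called set 2. The A3B mice carried the inducible A3B transgene and the rtTA driver, and the controls carried the A3B transgene without the driver (Table S3). Table S3 and the sample labels both give 10 days on doxycycline for every mouse of set 2, controls 45 and 168 included, whereas the legend of Fig. 3A describes the control animals as not treated with doxycycline. The labels give the single-transgenic genotype for A3B pancreases 44 and 137 and the double-transgenic genotype for control pancreases 45 and 168, and for these 4 samples the group was taken from the sample title and Table S3, which give the same group. Livers and pancreases of 5 A3B mice (44, 49, 125, 137 and 153) and of both controls came from the same animals. The authors quantified the reads with kallisto against mouse transcripts of mm10 and deposited an estimated count and a TPM value for each of 119414 transcripts, without further normalization of the counts. The total of the estimated counts ranged from 65161064 to 98780481 in A3B livers, with a median of 85215488.5, and was 118976013 in control liver 45 and 104834346 in control liver 168. In the pancreas it ranged from 74836907 to 87633469 in A3B mice, with a median of 80537618.5, and was 87288183 in control 45 and 95604352 in control 168. Transcripts were assigned to genes with the GENCODE M21 annotation of the same genome build, which matched 97.7% of them, and the estimated counts were summed per gene and rounded. Transcripts without a gene held between 0.704% and 1.47% of the counts of a liver and between 0.23% and 0.85% of those of a pancreas. A3B and control samples were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 10 most abundant genes took 62.4% and 59.7% of the counts of control pancreases 45 and 168 and between 12.1% and 20.6% of those of A3B pancreases. The TMM factors were therefore 0.210 and 0.443 in the control pancreases and between 1.30 and 1.79 in the A3B pancreases. With the counts scaled by their totals alone, the median log2 fold change of all genes tested moved from 0.09 to 2.29 in the pancreas and from 0.21 to 0.68 in the liver, so fold changes are given relative to the TMM scale unless another scale is named. Genes of the Y chromosome were expressed in 3 of the 6 A3B mice and in 1 of the 2 controls of each tissue, and the liver and pancreas of one mouse never differed in this in the 7 mice with both tissues. The human A3B transgene was not analysed in set 2.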

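Of 17365 genes tested in the liver, 218 were higher and 418 were lower in A3B livers than in controls, and 3985 had an unadjusted p under the same threshold of 0.05. In 27.9% of the genes tested all 6 A3B livers lay on one side of both controls, where chance gives 7.14%. Tested per transcript in place of per gene, 98 transcripts passed, and DESeq2 with its own size factors gave 2351 genes, which included 627 of the 636 genes called by edgeR. The balance of directions depended on the setting, with 1290 higher and 1061 lower by DESeq2, 879 and 241 with counts scaled by their totals, and 549 and 193 by limma on log2(TPM + 1). The count also depended on single libraries, and fell to 178 without A3B liver 137 and rose to 1599 without A3B liver 49. The hallmark gene sets behind Fig. S2B were not used here, and a list of 35 genes of cholesterol synthesis and uptake, written from general knowledge, was tested in their place together with 19 other pathway lists. The median log2 fold change of the cholesterol homeostasis list was -2.14 and 33 of its 35 genes had a negative fold change. Of these genes 19 were lower and none was higher after adjustment over all genes tested, and 25 were lower and 1 was higher when adjusted over the list alone. The list was lower by limma's camera test with a preset inter-gene correlation of 0.01 (p = 3.78e-19, adjusted over 20 lists). Its adjusted p was 0.00292 by the fry test and 0.121 with an estimated correlation, and ranged from 2.34e-25 to 0.121 over all alternatives. Of the 11 lists past the threshold with the preset correlation, the cholesterol, xenobiotic and heme metabolism lists also passed it under fry, and none did with the estimated correlation. Averaged over the list, expression was 4.74 ± 0.42 log2 CPM (SD, n = 6) in A3B livers and 7.10 ± 0.32 (SD, n = 2) in controls, and 6 of 6 A3B livers lay below both controls (two-sided exact permutation test, p = 0.0357, the smallest p that 6 samples against 2 allow). The median changed most when control liver 168 was left out, to -2.77. Scd1 (ENSMUSG00000037071.3), which encodes stearoyl-CoA desaturase, lies on chromosome 19 of GRCm38 from 44394455 to 44407879. Its expression was 12.1 ± 11.3 TPM (SD, n = 6) in A3B livers and 2157 ± 1418 TPM (SD, n = 2) in controls, a log2 fold change of -7.92 (standard error 1.04, adjusted p = 0.00711 from edgeR). Pmvk on chromosome 3 (89454541 to 89469013), which encodes phosphomevalonate kinase, had a log2 fold change of -2.91 (standard error 0.32, adjusted p = 0.00443 by edgeR). Fads2 on chromosome 19 (10062765 to 10101746), a fatty acid desaturase gene, had a log2 fold change of -3.12 (standard error 0.37, adjusted p = 0.00503 by edgeR).

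**Figure D1:**
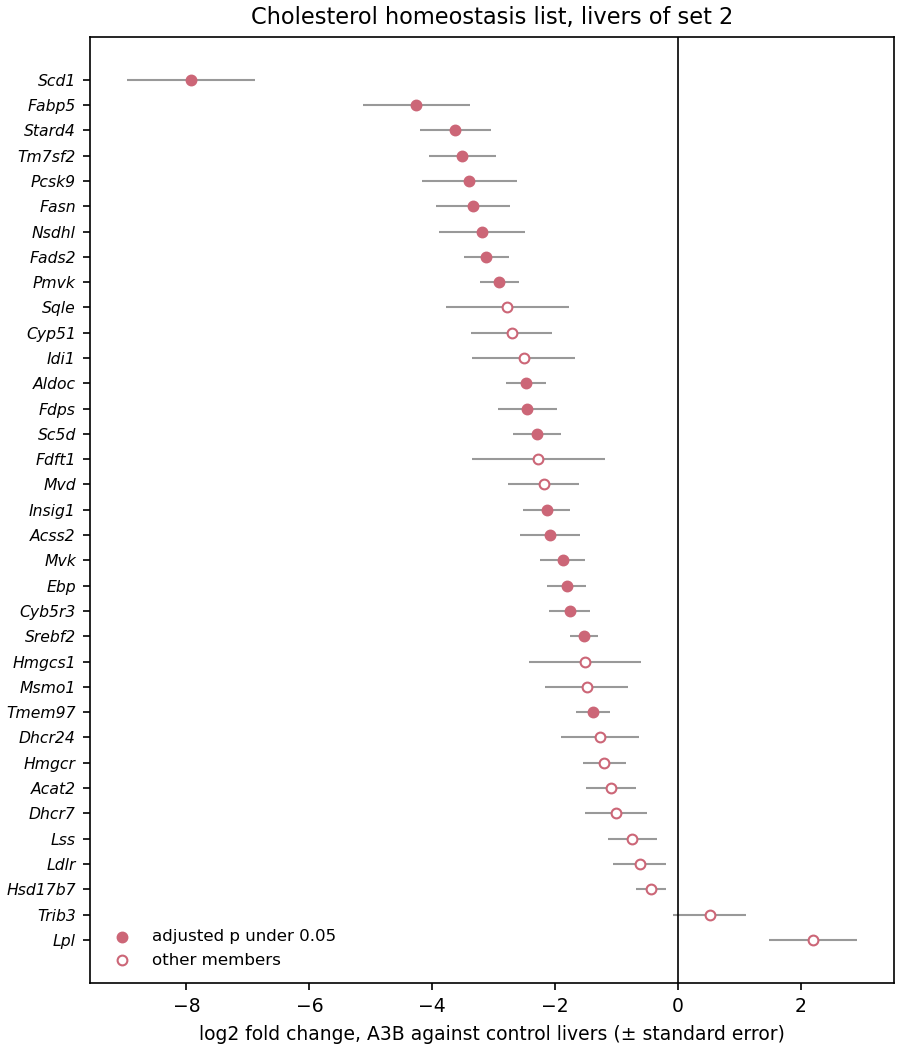
Log2 fold change of each of the 35 genes of the cholesterol homeostasis list in A3B livers (n = 6) against controls (n = 2) of set 2, TMM scale, with edgeR's standard error. Filled points have an adjusted p under 0.05, and 33 of the 35 genes lie below 0.

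From the downregulation of cholesterol metabolism in Fig. S2B, the paper states that the comparison pointed to a metabolic disturbance in A3B livers.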

Increased serum levels of liver enzymes, such as alanine transaminase (ALT) and aspartate transaminase (AST), also suggested liver damage (Additional file 1: Fig. S2C).

**Fig. 2:**
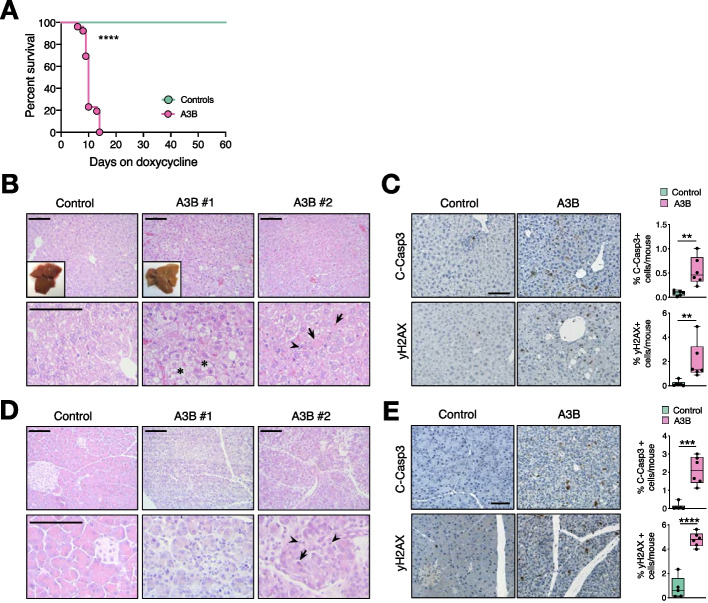
A3B overexpression causes early lethality. **A** Survival of *TetO-A3B/CAGs-rtTA3* mice after doxycycline administration (controls *n* = 9; *A3B n* = 26; *P* < 0.0001 by Log-rank (Mantel-Cox) test).** B** H&E-stained sections of livers from control and *A3B* mice (insets: macroscopic images). Asterisk point microvesicular steatosis, arrowhead point lymphocytes and arrows to apoptotic cells.** C** Immunohistochemistry against C-Caspase3 and γH2AX in liver sections from control and *A3B* mice and corresponding quantification (*n* = 6). **D** H&E-stained sections of the pancreas from control and *A3B* mice. Arrowheads point to lymphoplasmacellular infiltration and arrows to apoptotic cells. **E** Immunohistochemistry against C-Caspase3 and γH2AX in paraffin sections from control and *A3B* pancreas and the corresponding quantification (*n* = 6). Data in panels C and E were analyzed by unpaired t-test **p < 0.01, ***p < 0.001, ****p < 0.0001. Data is represented as mean ± SD shown by dots, where each dot represents a mouse, and error bars, respectively. Scale bars: 100 μm. Scale bars upper panels B and D: 10 μm

Parallel analyses of pancreatic sections, which also presented high levels of A3B, revealed a marked destruction of exocrine acinar cells with loss of zymogen granules, cellular shrinking, karyomegaly and a concomitant mild to moderate lymphocytic inflammation (Fig. 2D). Cleaved caspase staining clearly demonstrated an increase in apoptosis compared to control mice as well as an increase in γH2AX (Fig. 2E). These findings were accompanied with upregulation of inflammatory response pathways identified by differential expression analysis in the *A3B* pancreas compared to control (Additional file 1: Fig. S2D). 

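In the pancreas, 3250 of 19123 genes tested were higher and 2843 were lower in A3B mice than in controls by edgeR. In 44.0% of the genes tested the 6 A3B pancreases lay on one side of both controls. Scaling by total counts moved this result most, to 13683 genes of which 98.5% were higher, with 2040 of the 6093 genes changing sign. The inflammatory response list had a median log2 fold change of 1.05 over 87 genes, 60 of them positive. Of these genes 33 were higher and 4 lower, both over all genes tested and adjusted over the list alone. Its adjusted p was 3.84e-06 by camera and 0.015 by fry. It was 0.482 with an estimated correlation and 0.384 with total-count scaling, where the median of the list was 3.14 against 2.29 for all genes, and ranged from 9.84e-08 to 0.482 over all alternatives. The mean of the list was 2.83 ± 0.38 log2 CPM (SD, n = 6) in A3B pancreases and 1.30 ± 1.60 (SD, n = 2) in controls, with 5 of 6 A3B pancreases above both controls (two-sided exact permutation test, p = 0.0714). The controls differed more from each other than the A3B pancreases did, at 0.17 in control 45 and 2.44 in control 168. Without control 168 the median of the list was 2.51, and without control 45 it was 0.58. Further lists passed the threshold in the direction of higher expression, namely interferon alpha response (median log2 fold change 1.64), complement (1.60), interferon gamma response (1.44), IL6 JAK STAT3 signaling (1.39), TNFA signaling via NFKB (1.16), apoptosis (0.87), p53 pathway (0.82) and hypoxia (0.76). The TNFA median is 1.10 when the genes Csf2 and Fosl1, at or under 3 counts in the controls, are set to their lower bounds. Oxidative phosphorylation (-1.46) and cholesterol homeostasis (-0.46) passed it in the opposite direction. Under fry 13 lists passed, the cholesterol list not among them, and with the estimated correlation none did. Under total-count scaling the median of the cholesterol list was positive, at 1.89, and below that of all genes. The other 9 lists did not pass the threshold, with medians of 0.65 for bile acid metabolism, 0.61 for glycolysis, 0.37 for fatty acid metabolism, 0.31 for xenobiotic metabolism, 0.27 for the reactive oxygen species pathway, -0.03 for adipogenesis, -0.20 for DNA repair, -0.28 for heme metabolism and -0.30 for peroxisome. Among the members of these lists, Oasl1 (ENSMUSG00000041827.15, chromosome 5 of GRCm38, 114923240 to 114937915) rose from 0.869 ± 0.690 TPM (SD, n = 2) to 30.9 ± 7.32 TPM (SD, n = 6), a log2 fold change of 3.69 (standard error 0.26, adjusted p = 6.06e-05 by edgeR). Usp18 (5.33), Irf7 (4.53) and Rtp4 (4.04), also of the interferon lists, rose with adjusted p between 0.000104 and 0.000152. Lcn2 on chromosome 2 (32384633 to 32388252) had a log2 fold change of 8.81 (standard error 0.97, adjusted p = 0.000264 by edgeR). Among the largest rises in the pancreas, Eif4a-ps4 was at least 419-fold, Obp2a at least 236-fold, Syt8 at least 34.1-fold, Gm47612 at least 13.4-fold and Gm11545 at least 9.81-fold higher, with both controls at or under 3 counts. The largest falls were, by edgeR, those of Gm29013 (-13.94), Cela1 (-8.05), Pnlip (-7.83), Gm10985 (-7.39) and Amy2a5 (-7.20), with adjusted p between 2.2e-07 and 0.00246, and Cela1, Pnlip and Amy2a5 encode digestive enzymes of acinar cells. Of the inflammatory list, Selenos fell by 2.73 on the log2 scale (standard error 0.25, adjusted p = 0.000147 by edgeR).

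**Figure D2:**
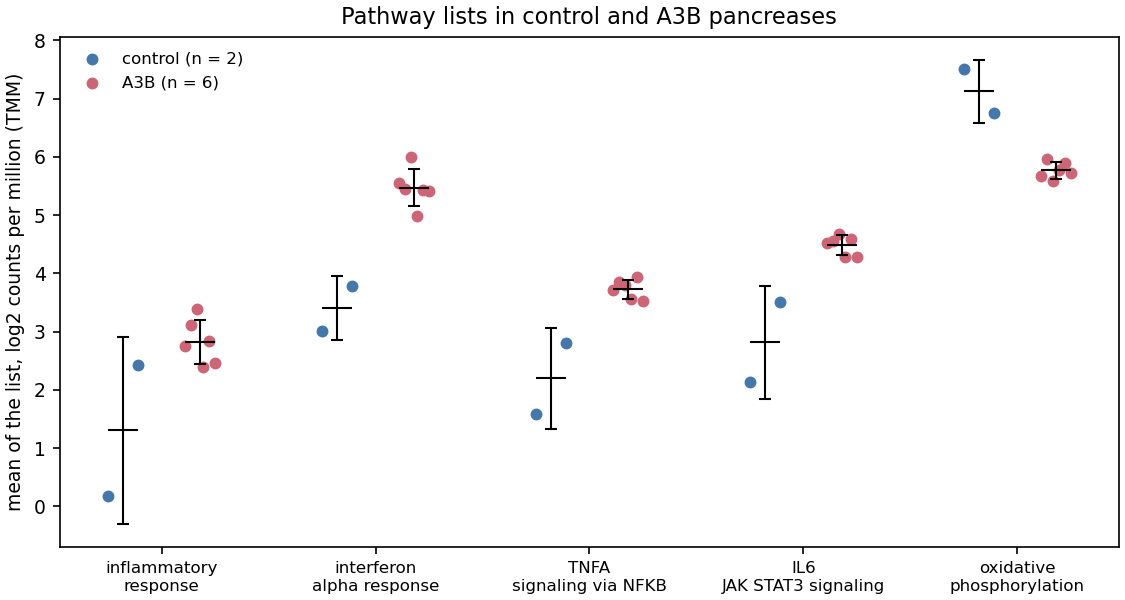
Mean expression of 5 pathway lists in each control (blue, n = 2) and A3B (red, n = 6) pancreas of set 2, in log2 CPM on the TMM scale, with group mean and SD. Control 168 lies among the A3B pancreases for the inflammatory response list and apart from them for the interferon alpha list.

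The paper places this rise in inflammatory response pathways beside the destruction of acinar cells and the lymphocytic inflammation it saw in sections.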

Similar to liver tissues, no differences in proliferation (Additional file 1: Fig. S2E) or in lipase and amylase enzymes (Additional file 1: Fig. S2C) were found. Altogether, these results suggest that high levels of A3B lead to cell dysfunction, disruption of tissue homeostasis, systemic organ failure, and rapid animal death.

### APOBEC3B is an RNA editing enzyme

A3B has been implicated in the generation of DNA damage, mutagenesis, larger-scale chromosomal instability and phenotypic heterogeneity in cancer, mainly through its single-stranded DNA deamination activity [25, 35, 46]. The related A3A enzyme, which has high sequence similarity with the catalytic domain of A3B (92% identity), has been shown to be capable of editing RNA cytosines in primary human cells (macrophages) and human tumors [17, 18] further implicating this enzyme in tumor mutation and evolution [47–49]. We, therefore, explored whether A3B may be similarly capable of functioning as an RNA editing enzyme in vivo.

To test A3B RNA editing activity, RNA-seq and whole exome sequencing (WES) were performed in liver and pancreatic tissues (high A3B levels) from *A3B* mice after dox administration (10–14 days) as well as from similarly aged control littermates. RNA editing events were considered significant if they occurred in > 5% of RNA seq reads and were absent in whole exome DNA sequencing (WES) reads (Fig. 3A). Interestingly, high levels of C-to-U RNA editing were present in A3B-expressing tissues compared to controls. A-to-G (equivalent to T-to-C) RNA editing events were found in all RNA-seq specimens, most likely due to endogenous ADAR activity (Fig. 3B and Additional file 1: S3A,B). In comparison, DNA mutations were not as frequent and not biased to APOBEC signature motifs, which was not surprising because the rapid death of the mice did not allow for the generation of clonal mutations to be detected by bulk DNA sequencing (Additional file 1: Fig. S4A).

**Fig. 3:**
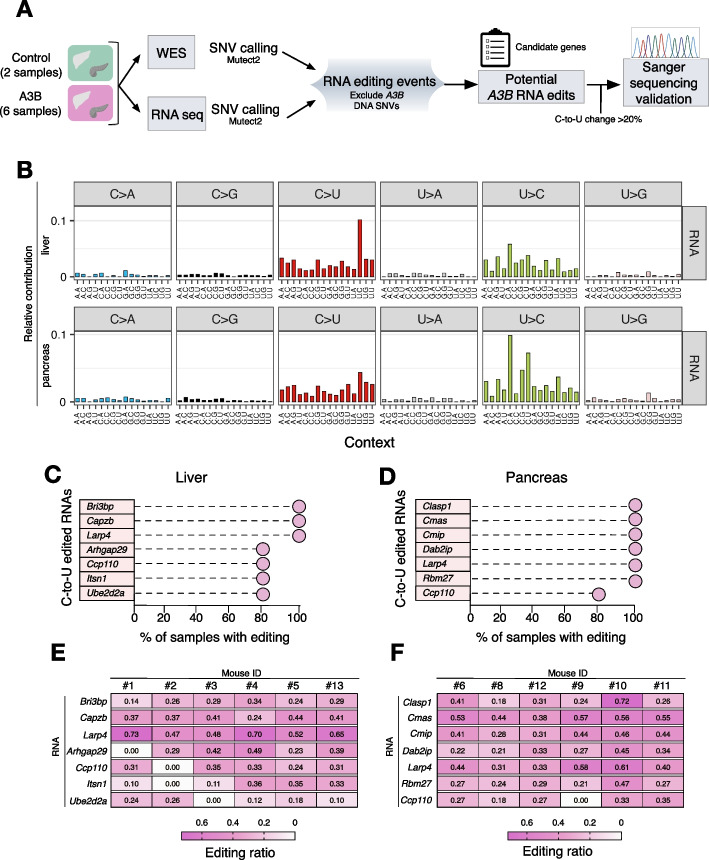
Local preference of APOBEC3B-driven RNA editing. **A** Schematic of the pipeline used to call RNA-editing sites in the A3B livers and pancreas. We used Mutect2 to identify DNA mutations and RNA edits. We pooled the WES and RNA-seq of the two control animals (no dox), and used them as a reference to identify variants of the A3B expressing tissues. This step was performed separately for DNA and RNA sequences, leading to the identification of DNA variants or RNA variants that were detected in at least one A3B expressing tissues but not in any of the other two control tissues. After that, we compared the RNA variants with the DNA variants from each sample to identify the RNA edits that are not DNA SNPs. **B** Trinucleotide mutation profiles for all base substitutions in the RNA from liver and pancreatic tissues of *A3B* mice (*n* = 6 in each group). Relative contribution refers to the contribution that each single base substitution has to the overall base substitution spectrum in *A3B* mice. **C-D** Lollipop plots indicating the percentage of mice showing C-to-U editing after experimental validation by RT-PCR in selected targets (*n* = 6 tissues in each group). **E–F** Heatmap plot showing the editing ratios of each sanger sequence validated position in each individual sample (liver shown in E and pancreas in F)

From the total RNA edits, we selected potential candidate genes (C-to-U > 20%) which were further validated to corroborate the reliability of our analysis (Fig. 3A and Additional file 2: Table S1). We identified 7 positions that showed C-to-U changes in the liver and 7 positions in the pancreas for experimental validation of site-specific editing by Sanger sequencing of purified RT-PCR RNA and DNA products (Additional file 1: Fig. S4B,C). In addition, to further explore whether the RNA editing events found in the *A3B* liver samples were random or recurrent events due to A3B overexpression, we sequenced these 7 edited positions in 6 additional *A3B*-expressing mice. We found that 3 of these positions were edited in 100% of the *A3B* mice, and 4 positions were edited in 5 out of 6 mice (83%) (Fig. 3C and Additional file 3: Table S2). In the pancreas, similar results were found, with 6 of the validated positions edited in 100% of the *A3B* mice, and 1 position edited in 5 out of 6 mice (83%) (Fig. 3D). Not surprisingly, editing was identified in mice that by RNA seq initially lacked a C-to-U change in a specific position, indicating that our analysis was stringent (VAF = 0.2) and that the editing landscape is indeed broader. Moreover, the editing ratios varied from 0 to 0.73 in the liver and from 0 to 0.72 in the pancreas (Fig. 3E,F). Altogether these results suggest that certain sites may be hotspots for A3B editing.

To explore whether moderate levels of A3B found in other tissues such as lung (Additional file 1: Fig. S4D) also induced RNA editing, we performed RNA-seq of 3 controls and 3 *A3B* lung tissues. 

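RNA-seq of the lung covered lungs from 3 A3B mice (69, 70 and 74) and 3 controls (87, 88 and 91), and the authors deposited these together with 3 A3B livers (23, 28 and 70) and 3 control livers (11, 91 and 92) in one table, called set 1. Its values are TPM for 24849 genes, which the Methods describe as computed from a read-count matrix, and the human A3B transgene has a row of its own. The table holds no counts, so the depth behind each value is unknown. Rows with 2 repeated gene names were left out, and 26 rows carry a date in place of a gene name. Table S3 gives 10 days on doxycycline for the 3 A3B lungs and for A3B liver 70 and 14 days for A3B livers 23 and 28. Control liver 11 came from a double-transgenic mouse, control lung 87 from a mouse with the driver alone and the other controls from mice with the A3B transgene alone. For the controls Table S3 gives 0 days, apart from 11 days for lung 87, whereas the sample labels give 15 days for every control of set 1. The double-transgenic control liver 11 had 0.145 TPM of the A3B transgene, against 705 to 1705 TPM in A3B livers. This argues against 15 days of doxycycline in that mouse. For the other controls the conflict stays open, and the Methods describe single-transgenic control littermates as fed with doxycycline. Levels differ between the tables, for example 1812 TPM of Alb in the control livers of set 1 and 81240 TPM in those of set 2. Daam1 differed the other way, with 8096 TPM in set 1 and 12.5 TPM in set 2. Of 94 genes at 1000 TPM or more in set 2, 76 were lower in set 1. Daam1 or Daam2 was the most abundant gene of every lung. The column names of set 1 carry the word dedup, and what made the levels differ was not tested. The sets were therefore tested apart or with the set as a stratum. Genes with a mean of at least 1 TPM over the 6 samples of a tissue were compared with limma on log2(TPM + 1), with a trend and robust settings. With 3 samples against 3, an exact permutation test of a single value cannot give a p below 0.1. The A3B transgene was at 162 ± 104 TPM (SD, n = 3) in A3B lungs, with a range from 90.6 to 281 TPM, and at 0.478 ± 0.0456 TPM (SD, n = 3) in control lungs. In A3B livers of the same table it was at 1332 ± 546 TPM (SD, n = 3), with a range from 705 to 1705 TPM, and in control livers at 0.127 ± 0.0295 TPM (SD, n = 3). The difference between A3B livers and A3B lungs was 3.11 on the log2 scale and every A3B liver lay above every A3B lung (two-sided exact permutation test, p = 0.1, the smallest possible). Relative to Tbp the ratio was 179 ± 88.6 (SD, n = 3) in A3B livers and 20.0 ± 14.9 (SD, n = 3) in A3B lungs.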

After data processing and analysis, we generated a list of 15 potential candidate genes and experimental validation by Sanger sequencing of candidate C-to-U changes identified them as DNA SNPs (Additional file 1: Fig. S4E and Additional file 3: Table S2). In addition, we validated the recurrent candidate genes that were found to be edited in the liver, in lung samples from 3 mice (Additional file 3: Table S2). However, no editing was detected in any of these 7 positions, suggesting that moderate levels of A3B are not capable of inducing RNA editing at least at detectable levels by Sanger sequencing.

### APOBEC3B-driven RNA editing occurs at a specific hotspot

The majority of the A3B-induced RNA changes were detected in a UCC context and all the edited genes that were validated in liver and pancreatic samples were identified in at least two animals. Therefore, we next explored whether A3B has any nucleotide preference surrounding the edited sequence. Analysis of the flanking nucleotides identified a broader nucleotide context, 5’-UCCGUGUG, surrounding the edited cytosine which could function as a predictor of A3B catalyzed RNA editing sites in the liver and pancreas of these mice (Fig. 4A). In addition, no predicted stem-loop structures with the reactive C at the 3′-end of the loop were found in these regions in contrast to prior reports for A3A RNA editing hotspots [18, 50, 51]. The majority of the C-to-U modifications occurred at 3’UTRs, while 30% of the C-to-U sites were in coding exons, causing 1 stop, 13 non-synonymous and 23 synonymous changes (Fig. 4B). Next, to assess the potential correlation between the recurrent edited transcripts and their corresponding mRNA expression, we compared the expression levels of the recurrent edited positions between A3B samples and controls. 

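The transcripts whose edited positions were sequenced again in the pancreas were those of Clasp1, Cmas, Cmip, Dab2ip, Larp4, Rbm27 and Ccp110, and in the liver those of Bri3bp, Capzb, Larp4, Arhgap29, Ccp110, Itsn1 and Ube2d2a (Table S2). Their TPM values in set 2 were compared as log2(TPM + 1). Averaged over the 7 genes, expression was 3.95 ± 0.11 (SD, n = 6) in A3B pancreases and 1.39 ± 0.49 (SD, n = 2) in controls. The difference was 2.56 and the 6 A3B pancreases lay above both controls (two-sided exact permutation test, p = 0.0357). On this scale the median change of all genes was 1.24, and 10000 random lists of 7 genes with the same mean expression had a median change of 1.91, with 95% of them between 1.21 and 2.49. The list stood at the 98.6 percentile of these random lists. On the TMM scale the difference moved most, to 1.05, at the 96.5 percentile of the random lists, 95% of which lay between -0.59 and 1.12. By edgeR, 5 of the 7 genes were higher over all genes tested, and the same number when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Cmip, on chromosome 8 of GRCm38 from 117257064 to 117459430, rose from 2.57 ± 1.40 TPM (SD, n = 2) to 43.6 ± 9.44 TPM (SD, n = 6), a log2 fold change of 1.94 (standard error 0.31, adjusted p = 0.0014 by edgeR). The log2 fold changes of Rbm27 (1.54), Dab2ip (1.48), Clasp1 (1.35) and Cmas (0.90) had adjusted p between 0.00119 and 0.0131. Those of Ccp110 (0.47) and Larp4 (-0.34) did not pass the threshold, and that of Larp4 was 1.93 with counts scaled by their totals. In the liver the mean of the list was 4.86 ± 0.29 (SD, n = 6) in A3B mice and 4.14 ± 0.03 (SD, n = 2) in controls, a difference of 0.72 with 6 of 6 A3B livers above both controls (two-sided exact permutation test, p = 0.0357). Without A3B liver 137 this test no longer passed the threshold (difference 0.73, exact p = 0.0952). Random lists had a median change of 0.35, with 95% between -0.34 and 0.98, and the edited list stood at their 89.0 percentile. On the TMM scale the difference in the liver was 0.41, at the 93.0 percentile of the random lists, 95% of which lay between -0.90 and 0.59. No single gene passed the threshold over all genes tested in the liver, and 1 did when adjusted over the list alone. The largest changes were those of Ccp110 on chromosome 7 (118712552 to 118737024), with a log2 fold change of 1.83 (standard error 0.50, unadjusted p = 0.00451 and adjusted p = 0.0721 by edgeR), and of Larp4, at 1.19 (standard error 0.43, unadjusted p = 0.0201 and adjusted p = 0.143). The other 5 liver genes had log2 fold changes between -0.46 for Arhgap29 and 0.21 for Ube2d2a. Across the 7 genes, which are not independent replicates, the R squared between mean expression in A3B samples and in controls was 0.736 in the pancreas and 0.867 in the liver.

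**Figure D3:**
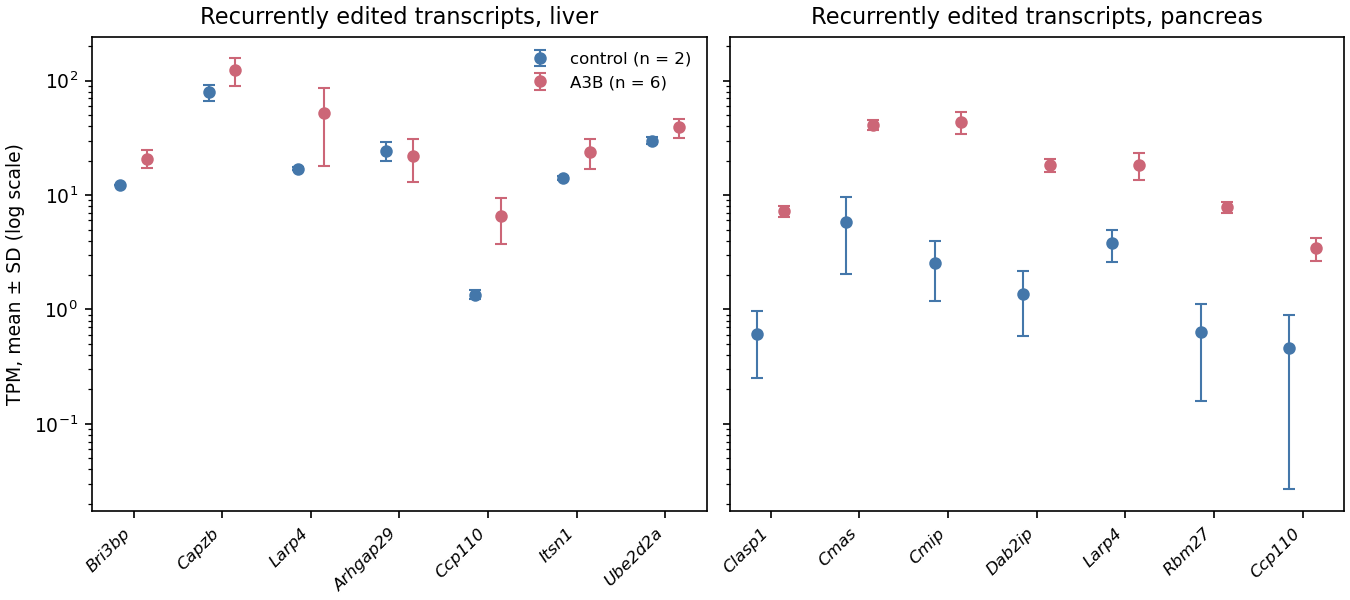
Expression of the recurrently edited transcripts in control (blue, n = 2) and A3B (red, n = 6) livers and pancreases of set 2, as mean TPM ± SD on a log axis. In the pancreas the mean of each of the 7 genes is higher in A3B mice, on a scale on which the median of all genes also rises, by 1.24 in log2 units.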

While we did not see significant changes in the liver transcripts, the recurrent editing transcripts in the pancreas had higher expression levels than their non-edited counterparts (Fig. 4C). Notably, these editing events predominantly occurred within the 3’UTR, implying that such editing might influence the stability of the edited transcripts. Further studies should focus on studying whether A3B editing may indeed have an impact in biological functions.

**Fig. 4:**
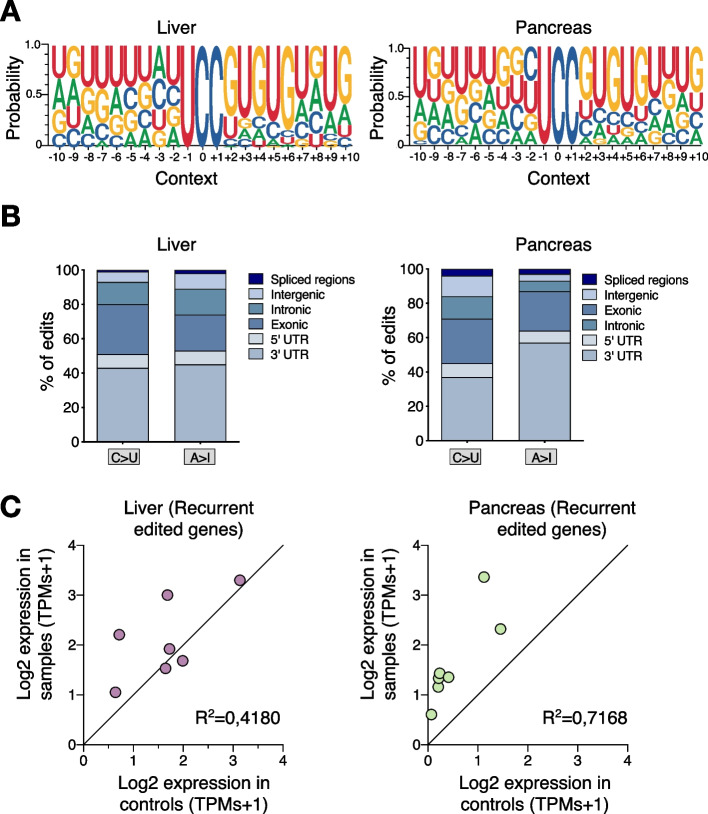
APOBEC3B-driven RNA editing occurs at a specific hotspot and mainly at 3’ UTRs. **A** Web logo representations of the broader sequence preferences surrounding the C-to-U editing events in 5’-UCC motifs in liver (left) and pancreas (right). **B** Distributions of the editing sites by region of the RNA editing events in liver (left) and pancreas (right). **C** Correlation of the expression levels in the recurrent edited transcripts in liver (left) and pancreas (right) samples obtained from RNA seq data (Log2 of transcripts per million + 1 (TPMs); each dot represents the average expression of each transcript (*n* = 2 controls and 6 *A3B* in each liver and pancreas samples)

Extensive analysis from the RNA edited positions revealed that 46 edited sites were recurrent in the liver from different samples, while 71 sites in the pancreas occurred across different mice (Additional file 1: Fig. S5A, B). More interestingly, we found that 65 positions were shared between the liver and the pancreas (Additional file 1: Fig. S5C). Altogether, these results reinforce our finding that A3B has RNA editing activity in a UCC-specific context which could be interpreted as epigenetic hotspot.

### Endogenous APOBEC enzymes are not responsible for the C-to-U edits in *A3B* mice

The APOBEC family members in rodents include *Apobec1, Apobec2, Apobec3*, and *Aicda* (AID). To address, whether these other enzymes could be responsible for the editing events, we assessed the endogenous expression levels of the different *Apobec* and *Adar* genes (*Aicda*, *Apobec1*, *Apobec2*, *Apobec3*, *Adar*, *Adarb1*, and *Adarb2*) in liver specimens using RNA-seq data. 

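Fig. 5 draws on 9 A3B livers and 4 controls of sets 1 and 2 together. The TPM values of set 1 that the paper lists for Fig. 5 include those of 2 of the 3 control livers, and which control is absent differs between genes. It is control liver 92 for Apobec1 and Apobec3, control liver 91 for Apobec2 and Adarb2, and control liver 11 for Adar and Adarb1, and for Adar the value of A3B liver 28 (440 TPM) is absent as well. Each gene was tested on the deposited TPM of these livers with a two-sided exact permutation test of log2(TPM + 1) that exchanged labels only within a set. The p-values of 9 genes, the cofactors Rbm47 and A1cf included, were adjusted together. The differences given below are positive, on a scale on which the median change of all genes was 0.24 in set 2 and 0.39 in set 1. After adjustment 1 of the 9 passed the threshold, a cofactor, and 4 had an unadjusted p under 0.05. Pooling the sets without regard to their origin changed the result most, with none past the threshold and 1 unadjusted p under 0.05. Adar lies on chromosome 3 of GRCm38 from 89715022 to 89753446. In set 1 its expression was 160.5 ± 31.2 TPM (SD, n = 2) in A3B livers and 89.1 ± 7.96 TPM (SD, n = 2) in controls, and in set 2 it was 17.8 ± 7.09 TPM (SD, n = 6) and 8.43 ± 3.08 TPM (SD, n = 2). The difference of Adar was 0.91 on the log2 scale (exact permutation p = 0.0119, adjusted p = 0.0536), and 0.10 (exact permutation p = 0.933) when the sets were pooled. Apobec3, on chromosome 15 from 79891659 to 79915906, was at 31.2 ± 10.8 TPM (SD, n = 6) in A3B livers and 10.5 ± 4.63 TPM (SD, n = 2) in controls of set 2, with 6 of 6 A3B livers above both controls. In set 1 it was at 4.44 ± 3.45 TPM (SD, n = 3) and 3.39 ± 0.0965 TPM (SD, n = 2), and over both sets its difference was 0.94 (exact permutation p = 0.0429, adjusted p = 0.0964). The Apobec3 values that the paper lists for 9 A3B livers have a mean of 3.874 TPM (SD 2.766). The deposited A3B values of set 2 run from 15.8 to 49.1 TPM, so the paper's values for those livers are other values. Adarb1, on chromosome 10 from 77290726 to 77418270, had a difference of 0.62 (exact permutation p = 0.0286, adjusted p = 0.0857). Apobec2 and Adarb2 were below 1 TPM in every group, with differences of 0.08 and 0.06 and adjusted p of 0.313 and 0.414 by the same exact test. In set 2 alone, edgeR's log2 fold changes of Apobec3 (1.31, adjusted p = 0.15), Adar (0.59, adjusted p = 0.277) and Adarb1 (0.07, adjusted p = 0.917) did not pass the threshold.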

Expression levels of these genes were similar between controls and A3B overexpressing samples, making it unlikely that the RNA editing events were due to the activity of one of these enzymes (Fig. 5A).

**Fig. 5:**
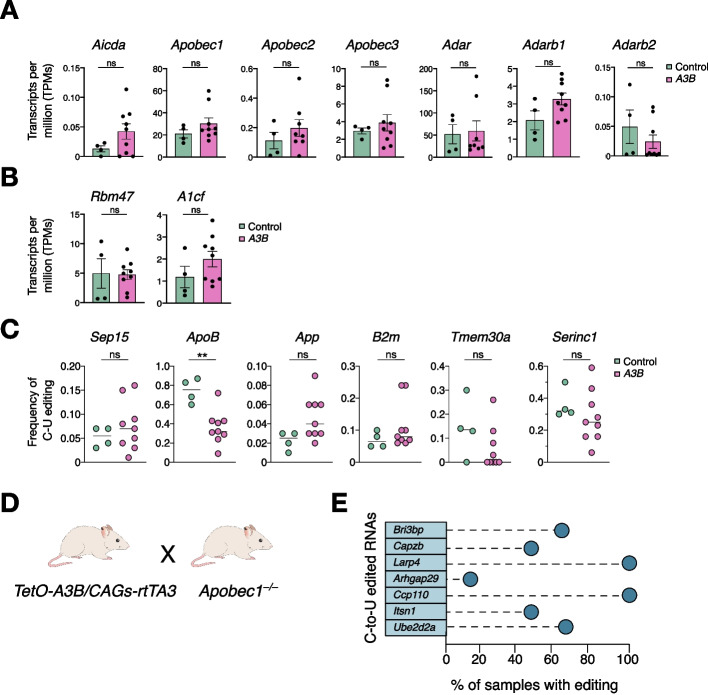
Endogenous Apobec enzymes are not responsible for the observed RNA editing. **A** Average expression levels of the different endogenous *Apobec* and *Adar* family members in liver samples obtained from RNA seq data (transcripts per million (TPMs); each dot represents data from one animal *n* = 4 controls and 9 *A3B* livers). **B** Average expression levels of *Apobec1* cofactors obtained from the RNA seq data and shown as transcripts per million (TPMs); each dot represents data from one animal (*n* = 4 controls and 9 *A3B* livers). **C** Frequency of C-to-U mRNA editing in well-known *Apobec1* editing sites measured by quantification of RNA seq data from controls and *A3B* livers. Each dot represents data from one animal (*n* = 4 controls and 9 *A3B* livers). **D**) Schematic of the breeding strategy to obtain *A3B/Apobec1*^*−/−*^ mice. **E** Lollipop plots indicating the percentage of mice showing C-to-U editing after experimental validation by RT-PCR in selected targets in *A3B/Apobec1*.^*−/−*^ mice (*n* = 6 liver tissues)

Apobec1 is an established RNA editing enzyme and the only family member that shows C-to-U RNA editing activity in mice, being highly active in the liver and the intestine [15, 52, 53]. As *Apobec1* mRNA expression levels were unchanged, we then evaluated whether A3B overexpression might interfere with endogenous Apobec1 functionality and cause the observed editing. 

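Apobec1 (ENSMUSG00000040613.14) lies on chromosome 6 of GRCm38 from 122577792 to 122602444. Its expression was 27.1 ± 10.2 TPM (SD, n = 6) in A3B livers and 16.9 ± 9.03 TPM (SD, n = 2) in controls of set 2, and 36.5 ± 20.8 TPM (SD, n = 3) and 22.8 ± 8.49 TPM (SD, n = 2) in set 1 among the livers of Fig. 5. Over both sets it was 0.63 on the log2 scale (stratified exact permutation test, p = 0.121, adjusted p = 0.219). In set 2, 3 of 6 A3B livers lay above both controls, and edgeR gave a log2 fold change of 0.39 (standard error 0.41, adjusted p = 0.606). From unchanged Apobec1 expression the paper reasons that a change in Apobec1 function remained to be tested.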

A limiting step in RNA editing by Apobec1 is the formation of the editosome complex which requires the binding of Apobec1 to its cofactors: Rbm47 and A1cf. To address this point, we examined the expression of the *Apobec1* cofactors and found that neither *Rbm47* nor *A1cf* expression were changed in *A3B* livers compared to controls (Fig. 5B). 

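Rbm47 lies on chromosome 5 of GRCm38 from 66016549 to 66173118, and A1cf on chromosome 19 from 31868764 to 31948995. The values listed for these genes in Fig. 5B correspond to none of the deposited TPM values, so all 5 control livers and 9 A3B livers were used. Rbm47 expression was 79.4 ± 23.5 TPM (SD, n = 3) in A3B livers and 37.2 ± 19.3 TPM (SD, n = 3) in controls of set 1. In set 2 it was 58.4 ± 20.5 TPM (SD, n = 6) and 24.9 ± 3.01 TPM (SD, n = 2), with 6 of 6 A3B livers above both controls. The difference over both sets was 1.14 on the log2 scale (two-sided stratified exact permutation test, p = 0.00357, adjusted p = 0.0321 over 9 genes). The adjusted p of Rbm47 in this comparison ranged from 0.0321 to 0.147 over its alternatives. It was 0.0899 with the sets pooled and 0.147 by edgeR in set 2 alone, where the log2 fold change was 0.94 (standard error 0.34) against a median of 0.21 for all genes. Among the 6 livers of set 1, limma gave Rbm47 a log2 fold change of 1.16 (adjusted p = 0.123). Tbp, which the paper uses as a housekeeping gene, changed by a similar amount in these livers. Its log2 fold change was 1.27 by limma in set 1 (adjusted p = 0.0614) and 0.80 by edgeR in set 2 (adjusted p = 0.194). A rise of Rbm47 beyond that of Tbp was not tested. A1cf expression was 19.9 ± 15.9 TPM (SD, n = 3) in A3B livers and 11.6 ± 13.3 TPM (SD, n = 3) in controls of set 1, and 70.8 ± 17.9 TPM (SD, n = 6) and 58.5 ± 11.2 TPM (SD, n = 2) in set 2. The difference of A1cf over both sets was 0.54 (exact permutation p = 0.248, adjusted p = 0.313). By edgeR in set 2 its log2 fold change was negative, at -0.20 (adjusted p = 0.767), and 0.25 with counts scaled by their totals.

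**Figure D4:**
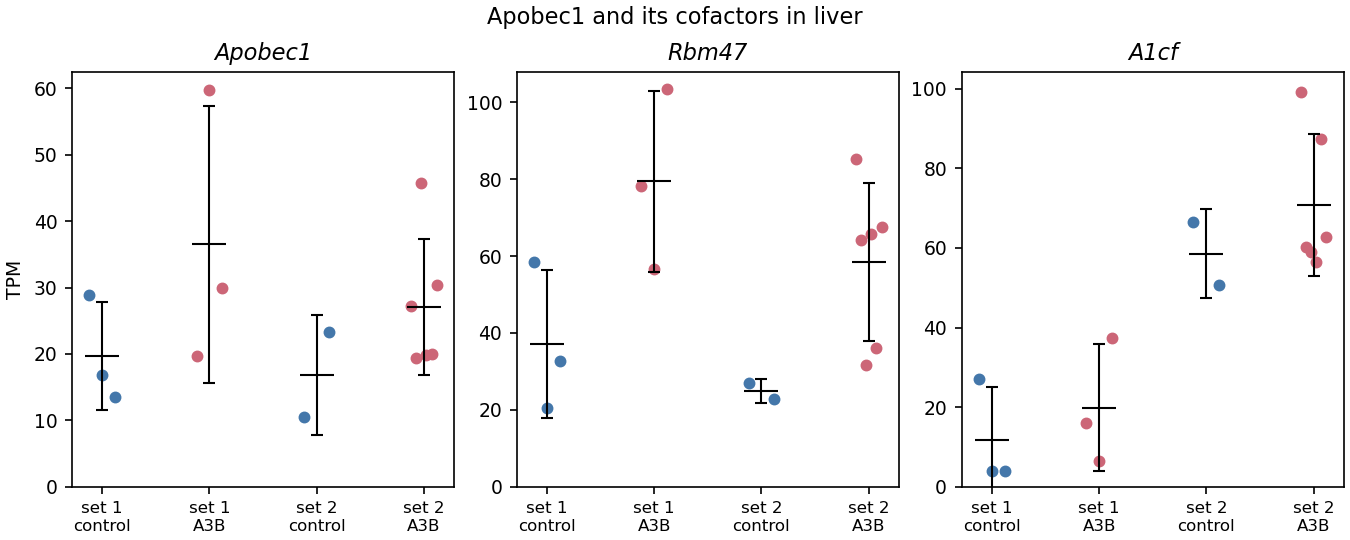
TPM of Apobec1, Rbm47 and A1cf in each control (blue) and A3B (red) liver of set 1 (n = 3 and 3) and set 2 (n = 2 and 6), with group mean and SD. The Rbm47 values of set 2 run from 31.7 to 85.2 TPM in A3B livers, above the 22.8 and 27.0 TPM of the controls.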

Next, we checked well-known RNA editing sites for *Apobec1* [53] and found no significant differences in the editing frequencies from the majority of the *Apobec1* targets, except for the namesake *ApoB* transcript, where editing was reduced by half in *A3B* livers compared to controls (Fig. 5C).

To directly address whether murine APOBEC1 may interact with human A3B and contribute to the observed mRNA editing hotspots in animals overexpressing A3B, *Apobec1* knockout animals [54] were crossed with our A3B inducible model (Fig. 5D). Shortly after doxycycline administration (6–11 days), *Apobec1* knockout animals with inducible human A3B still succumbed to death, demonstrating that the detrimental effect of A3B is independent of murine *Apobec1* (Additional file 1: Fig. S6A). *A3B/Apobec1*^*−/−*^ mice express A3B at lower levels than single *A3B* animals and consistently the deaminase activity of A3B was reduced upon *Apobec1* loss (Additional file 1: Fig. S6B). In addition, the 7 validated and recurrent RNA editing events described in *A3B* livers were still evident in the *A3B/Apobec1*^*−/−*^ samples (Fig. 5E and Additional file 3: Table S2). Altogether, these data show that A3B and not endogenous *Apobec1* is responsible for the observed RNA editing events.

### Continuous expression of catalytically active APOBEC3B is required for RNA editing

To understand whether continuous expression of A3B is required to edit the RNA, we took advantage of the doxycycline-inducible model which allows to silence transgene expression after dox withdrawal. Mice were fed with doxycycline for 4 days, followed by doxycycline deprivation to abrogate A3B expression and liver samples were collected at defined time points to further check RNA editing. On the one hand, we analyzed liver samples 4 days after doxycycline administration and 12 days after doxycycline withdrawal. On the other hand, after 12 days off dox, mice received either normal food for1 year (pulse) or expressed A3B in cycles (4 days on dox plus 26 days off dox) every month for 1 year (cycle) (Fig. 6A). We observed that 4 days of doxycycline administration were sufficient to trigger *A3B* expression (Additional file 1: Fig. S7A) and consequently induce A3B-driven RNA editing events in 6 out of the 7 positions examined in *A3B* samples but not in control (Fig. 6B and Additional file 3: Table S2). Importantly, no DNA damage was observed in the livers 4 days after A3B expression, suggesting that RNA editing arises earlier than DNA damage making it unlikely that RNA editing is a consequence of the DNA damage induced by A3B (Additional file 1: Fig. S7B). Moreover, doxycycline withdrawal for 12 days was enough to abrogate A3B expression and subsequently A3B-driven RNA edited positions could no longer be detected (Fig. 6C, Additional file 1: S7C and Additional file 3: Table S2). Accordingly, mice expressing A3B in a pulse or a cycle manner showed no expression of A3B and no detectable RNA editing (Fig. 6D, Additional file 1: S7D and Additional file 3: Table S2). Altogether, these results indicate that continuous expression of *A3B* is required for RNA editing.

**Fig. 6:**
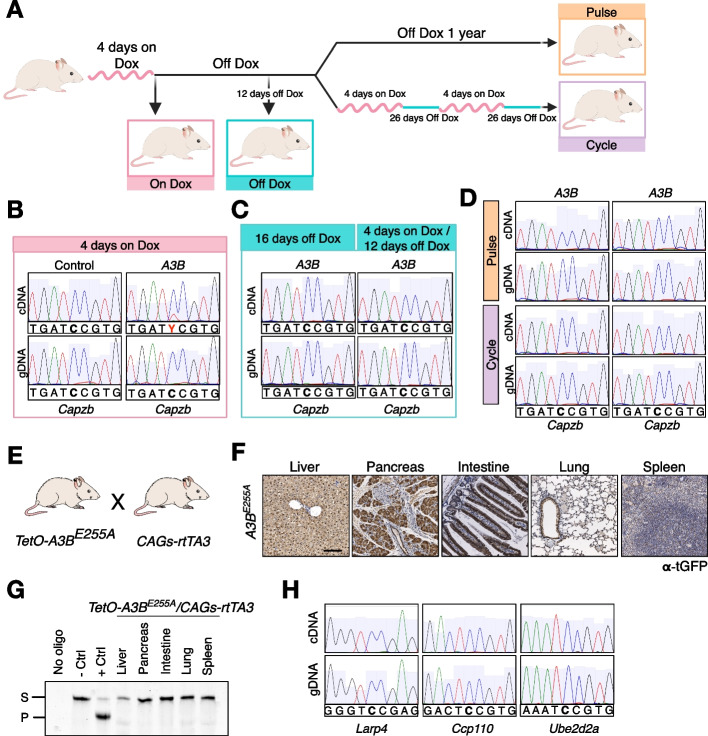
Continuous expression of A3B is required for RNA editing. **A** Schematic representation of the strategy used to study whether A3B expression is needed to detect the RNA edits**. B, C** and** D** Examples of Sanger sequencing chromatograms from the livers for the A3B-driven edited positions. **B** Mice 4 days after dox administration. Control refers to a mouse that has the *TetO-A3B* transgene but not the *CAGs-rtTA3*, while A3B is a mouse with *TetO-A3B/CAGs-rtTA3* genotype. **C** Mice on dox for 4 days and placed back on a normal diet for 12 days or off dox for 16 days. **D** Mice that received a pulse of A3B expression (4 days dox and up to a year on normal diet) or expressing A3B in a cycle manner (4 days dox-26 days off dox/monthly). Samples were collected at experimental endpoint (1 year). **E** Schematic of the breeding strategy to obtain *TetO-A3B-*^*E255A*^*/CAGs-rtTA3* mice. **F** Immunohistochemistry of tGFP in the indicated tissues from *A3B-*^*E255A*^ fed with dox for 8 days. Scale bar: 100 μm. **G** Deamination activity assay in the indicated tissues from *TetO-A3B-*^*E255A*^*/CAGs-rtTA3* mice fed with dox for 8 days (S, Substrate; P, Product). **H** Examples of Sanger sequencing chromatograms showing no RNA editing in *A3B-*^*E255A*^ liver tissues

To discern whether the RNA editing events in *A3B* mice are a consequence of the deaminase activity, we generated catalytically inactive *A3B* mutant mice by site-directed mutagenesis of one of the A3B catalytic domains (E255A). We followed the same strategy used to generate *A3B* mice and *TetO-A3B*^*E255A*^ animals were crossed with *CAGs-rtTA3* mice (Fig. 6E). Doxycycline administration to *A3B*^*E255A*^/*CAGs-rtTA3* mice resulted in strong expression of catalytically dead A3B in the liver and pancreas, with moderate levels in the intestine, whereas the lung and the spleen contained only modest levels of this protein (Fig. 6F and Additional file 1: S7E,F). As expected, soluble protein extracts from *A3B*^*E255A*^-expressing tissues showed no deaminase activity, in any of the tissues tested (Fig. 6G). To determine whether RNA editing activity was deaminase dependent, recurrent liver RNA editing events were validated in the livers of 3 *A3B*^*E255A*^ mice after 10 days on doxycycline. No C-to-U changes were detected in any of the 7 positions examined, indicating that RNA editing activity by A3B requires a functional deaminase domain (Fig. 6H and Additional file 3: Table S2).

## Discussion

A3B, a single-stranded-DNA C-to-U editing enzyme, is in the spotlight of cancer research as a driver of tumor evolution and therapy resistance. Several studies have attributed A3B-induced tumor heterogeneity to its DNA mutagenic activity [25, 55–57]. Moreover, a recent study has shown that A3B-induced DNA damage can also contribute to chromosomal instability and increased tumor heterogeneity [58]. However, whether A3B can also influence tumorigenesis by RNA editing activity remains unknown. Employing a novel doxycycline inducible mouse model, in which high and sustained A3B levels were achieved, we found that A3B is not well tolerated by cells and it compromises animal survival by inducing DNA damage and inflammation. In addition, we show that A3B catalyzes C-to-U deamination in mRNA in a catalytic-dependent manner, as evidenced by a complete loss of mRNA editing hotspots in *A3B*^*E255A*^ expressing animals. A3B was previously described to solely deaminate ssDNA cytosines and, therefore, this is the first demonstration in vivo that human A3B has the capacity to edit RNA cytosines and change the epigenome.

APOBEC1 and APOBEC3A have a dual function in editing RNA and inducing mutations in DNA [59]. The RNA editing functions of these enzymes are in part explained by sequence motifs. For instance, APOBEC1-edited cytosines often occur adjacent to an AU-rich motif, which is postulated to be a binding sequence for a larger editosome complex [5, 59]. In comparison, A3A has a strong preference for RNA cytosines at the 3’ side of the loop region of stem-loop structures [18, 51]. Our study here shows that the most frequently edited trinucleotide in RNA in *A3B* expressing mice is UCC-to-UUC. A structural explanation for this difference is unrelated to cruciform/hairpin structures. However, one clue may derive from the broader sequence motif of A3B hotspots, UCCGUGUG. Prior studies have demonstrated that repeated GU dinucleotide motifs in RNA are capable of forming G4 (G-quartet) structures with the U-nucleobases extruded [60]. Adjacent UCC motifs are therefore likely to be single-stranded and potentially exposed to A3B for C-to-U editing. Structural studies will be necessary to unambiguously test this mechanistic possibility.

It has been reported that continuous expression of high levels of A3A and A3B can be toxic to cells [25, 36, 61]. Similarly, acute and sustained expression of A3B in the inducible mouse model described here disrupts tissue homeostasis and causes lethality. Interestingly, genetic ablation of *Apobec1* increased the severity of the phenotype of *A3B*-expressing mice. Although Apobec1 deficiency does not cause any abnormalities in the mice in short term [54], these findings suggest that the detrimental effect of A3B is “enhanced” upon the loss of murine *Apobec1*. It has been reported that aged *Apobec1* deficient mice exhibit elevated atherosclerosis levels [54, 62]. Moreover, differential expression analysis of A3B-expressing livers revealed a significant downregulation in fatty acid metabolism. Therefore, the accelerated lethality could be the result of a catastrophic failure in lipid metabolism. 

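The list of fatty acid metabolism genes tested in the livers of set 2 had a median log2 fold change of -0.50, against a median of 0.21 for all genes, and 31 of its 46 genes had a negative fold change. After adjustment over all genes tested 3 of them were lower and 1 was higher, and adjusted over the list alone 4 were lower and 4 were higher. The camera test gave an adjusted p of 0.0004, fry 0.0744 and the estimated correlation 0.397, and over all alternatives the adjusted p ranged from 0.000104 to 0.397. With counts scaled by their totals the median of the list was -0.06, on a scale that put the median of all genes at 0.68. The mean of the list was 7.81 ± 0.12 log2 CPM (SD, n = 6) in A3B livers and 8.19 ± 0.01 (SD, n = 2) in controls, with 6 of 6 A3B livers below both controls (two-sided exact permutation test, p = 0.0357). Acaa2 on chromosome 18 of GRCm38 (74779197 to 74806208) was at 406 ± 68.4 TPM (SD, n = 6) in A3B livers and 912 ± 62.5 TPM (SD, n = 2) in controls, a log2 fold change of -1.58 (standard error 0.33, adjusted p = 0.035 by edgeR). Cyp4a14 on chromosome 4 (115486200 to 115496142) changed in the other direction, from 233 ± 16.9 TPM (SD, n = 2) to 1903 ± 819.5 TPM (SD, n = 6), a log2 fold change of 2.61 (standard error 0.55, adjusted p = 0.0367 by edgeR).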

Although the A3B levels achieved in our model are not compatible with the survival of these animals, they recapitulate the levels found in a subset of human cancers. It is not clear why human tumor cells tolerate similarly high levels of A3B, whereas the animals here do not, but it may relate to the development of a tolerance mechanism that involves *TP53* inactivation [25].

## Conclusions

We report here, for the first time that A3B, a known genome mutagenic enzyme, is also able to deaminate the RNA in mice, when overexpressed. We discovered that A3B-associated edits occur mainly at the UCC motif and that its expression and deaminase activity are required to detect the edits. This evidence and the emerging collective findings in other family members suggest that the APOBEC family may utilize a combination of different mechanisms to induce genetic variability. These results highlight the importance of expanding our knowledge of C-to-U RNA-editing events. Because of the dynamic nature of RNA editing, it will be important to identify the timing when A3B is upregulated in human tumors to fully evaluate its implications.

## Materials & methods

### Mouse models

KH2 ES cells were a gift from Sagrario Ortega and were generated by Konrad Hochedlinger and Rudolf Jaenisch [41]. These ES cells carry the M2-rtTA gene inserted within the Rosa26 allele. A construct containing the human *APOBEC3B-tGFP* cDNA (OriGene, NM_004900) or the *APOBEC3B-E255A-tGFP* cDNA under the control of the tetracycline response element (TRE) was inserted downstream of the *Col1A1* locus. *ColA1-APOBEC3B*/*Rosa26-rtTA* and *ColA1-APOBEC3B-E255A*/*Rosa26-rtTA* heterozygous animals were bred out to exclude the *Rosa26-rtTA* transgene and bred to *CAGs-rtTA3* mice [42]. All mice used in this study are included in Additional file 4: Table S3.

For inducing the transgene in vivo, different genotypes of the APOBEC3B:rtTA alleles [ (+ */A3B*)(+ */rtTA*); (+ / +)(+ /*rtTA*); (+ /*A3B*)(+ */* +)] were fed with 625 ppm dox impregnated food pellets. For control, littermates with the genotypes (+ / +)(+ /*rtTA*); (+ /*A3B*)(+ / +) were fed with doxycycline. For the mutant mice, only this genotype was used (+ */A3B*^*E255A*^)(+ */rtTA*).

Isolation of ear punch-DNA was performed via incubation in 100µL 0.05 M NaOH at 98ºC for 1 h and subsequent neutralization with 10µL 1 M Tris HCl ph7.5. *Rosa26-rtTA and CAGs-rtTA* transgenic mice were genotyped as described previously [42]. The following oligonucleotides were used to genotype the *ColA1-A3B and ColA1-A3B*^*E255A*^ alleles: KH2-A3B A: 5’GCTGGGACACCTTTGTGTACCG 3’, KH2-A3B B: 5’ATCACGTGGCTCAGCAGGTAGG 3’. For all transgenes, the following PCR program was applied: 94 °C for 2 min, 30 times [95 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s], and a final step at 72 °C for 1 min.

### Generation of APOBEC3B-E255A cDNA

For generating the A3B-E255A-tGFP plasmid, site-directed mutagenesis was performed by using Q5 site-directed mutagenesis kit (NEB) and following the manufacturer’s instructions. Primers were designed to create targeted specific changes (E255A, adenine for cytosine in position 255) in the plasmid containing the wild-type A3B. This plasmid was used for electroporating the ES cells to generate mutant *A3B*^*E255A*^ transgenic mice, as previously described.

### Immunodetection in tissue sections

Tissues were fixed in formalin overnight and embedded in paraffin. Antigen retrieval was performed using 0.09% (v/v) unmasking solution (Vector Labs, H-3300) for 30 min in a steamer. Inactivation of endogenous peroxidases was done using 3% Hydrogen Peroxide (Sigma, H1009) for 10 min. Secondary antibody staining and biotin-streptavidin incubation were performed using species-specific VECTASTAIN Elite ABC kits (Vector Labs, PK-6101 and BMK-2202). DAB Peroxidase Substrate kit (Vector Labs, SK-4100) was utilized for antibody detection. Primary antibodies used were anti-pH3 Ser10 (1:200, Cell Signalling, 9701), cleaved caspase 3 (1:200, Cell Signalling, 9661), γH2AX (1:200, Bethyl Labs 00059), APOBEC3B (5210–87-13 mAb, 1:200) [63], tGFP (1:200 Origene, TA150041), Ki67 (Medac 275R-18). Sections were visualized under a TissueFAXS slide scanning platform (TissueGnostics, Vienna, Austria). All the quantifications were done using StrataQuest software (TissueGnostics) to determine the number or percentage of pH3, Casp3, ki67 and γH2AX. Eosin G was from Roth and hematoxylin was from Linaris.

### Measurement of serum parameters

The analysis for AST, ALT, lipase and amylase was performed with mouse serum with the DRY-CHEM 500i analyzer (Fujifilm, Japan) following the manufacturer’s protocol.

### Deamination assay

DNA deaminase activity was measured in whole lysates of different tissues using previously described protocols [44]. A Fluor-labelled oligonucleotide containing a single target cytosine (5′-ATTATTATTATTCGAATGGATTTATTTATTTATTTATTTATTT-fluorescein) was incubated 3 h at 37 °C with the tissue lysates containing or not A3B. Samples were run in a 15% denaturing acrylamide gel and deamination activity was detected by fluorescence using iBright CL1500 imaging system (Thermo Fisher Scientific). All quantifications were done using Fiji Software to determine the percentage of the deaminated oligo.

### Western blot assay

For protein extraction and immunoblotting, mouse tissues were lysed in RIPA lysis buffer (0.25 M Tris–HCl pH 6.8, 2.5% glycerol, 1% SDS, and 50 mM DTT). Samples were then boiled for 10 min and cleared by centrifugation. Protein expression was assessed by immunoblotting using 40–90 μg of the lysates and probed using the following specific antibodies: anti-APOBEC3B (5210–87-13 mAb, 1:1000) [63]; anti-tGFP (1:1000 Origene, TA150041) GAPDH (1:2000 Millipore, CB1001) and anti-actin (1:5000 Sigma, A2066). Protein detection was done using iBright CL1500 imaging system (Thermo Fisher Scientific) and further quantifications using Fiji Software to determine the amount of protein relative to the loading control.

### DNA and RNA isolation

Snap-frozen tissues were ground with a mortar and pestle on dry ice. For total RNA and genomic DNA extraction, AllPrep DNA/RNA Mini (Qiagen, 80,204) was used and cDNA synthesis was done using the QuantiTect Reverse Transcription Kit (Qiagen, 205,313) according to the manufacturer’s instructions.

### Real-time PCR

Quantification using real-time PCR was initiated using 10 ng of cDNA with SYBR Green PCR Master Mix (2 ×) (Applied Biosystems, 4,364,346) in a LightCycler II®480 (Roche) Relative mRNA levels were calculated according to the ΔCt or ΔΔCt relative quantification method and were normalized to the examined house-keeping genes (18S; Actin; TBP) levels.

### RNA-seq and WES data processing

A3B-dependent RNA editing events in mouse pancreas and liver tissues were identified from matched RNA-seq and WES data of individual A3B mice and a pool of control littermates.

WES libraries were prepared from 0.5 μg of genomic DNA using Agilent Low Input Exom-Seq Mouse kit for Illumina platforms and sequenced with Illumina HiSeq 2000 v4 technology (100-nucleotide paired-end reads). WES data were aligned to the mouse reference genome assembly (mm10) using SpeedSeq [64]. PCR duplicates were removed using Picard tools (version 2.18.16). Reads were locally realigned around Indels using GATK3 (version 3.6.0) tools. Single base substitutions (SBS) in tissues from A3B-overexpressing animals were called relative to the pool of WES data of normal tissues from control littermates using Mutect2. SBSs that passed the internal GATK3 filter with a minimum of 4 reads supporting each variant, minimum 20 total reads at each variant site and a variant allele frequency larger than 0.05 were used for downstream analysis.

Bulk RNA-seq libraries were prepared from 1.2 μg of total RNA with TruSeq Stranded kit for Illumina platforms and sequenced with Illumina HiSeq 2000 v4 technology (100-nucleotide paired-end reads). Before and after trimming of the RNA-seq data, the RNAseq quality was evaluated using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality control, including per-base quality, duplication levels, and over-representative sequences, passed all the checkpoints. RNA-seq reads were aligned to mouse reference genome assembly mm10 using STAR/2.7.1a with basic two pass mode for realigning splice junctions enabled. Picard tools (version 2.18.16) were then used to mark duplicate reads and split CIGAR reads with Ns at the splice junctions. Mutect2 from GATK (3.6) was used to call RNA variants in tissues from A3B-overexpressing animals relative to the pool of normal RNA-seq data from normal tissues of control littermates. RNA variants that passed Mutect2 internal filter with at least 6 reads supporting the variant, a minimum of 20 total reads at the altered site and a variant allele frequency greater than 0.05 were used for downstream analysis. RNA editing levels at Apobec1 target sites were extracted from the raw tables of the aligned reads before applying any filters for further analysis.

Variants detected at the RNA level were considered an RNA editing event when the same variant was not present on the DNA level in the matched exome data from each sample and used for subsequent signature analysis. Relative contribution refers to the contribution that each single base substitution has to the overall base substitution spectrum in A3B mice. All sequence logos were generated and visualized using ggseqlogo package in R. Full context RNA editing events were displayed using PlotRNAedits (https://github.com/temizna/plotRNAedits).

For differential expression analysis on the RNA-seq data, the sequenced reads were aligned to the mouse reference genome assembly mm10 using kallisto v0.46.1. Raw counts were normalized and differentially expressed genes (DEGs) were calculated using the DEseq2 package in R. Gene set enrichment analysis (GSEA) of differentially expressed genes was performed using ‘ClusterProfiler’ package of R and javaGSEA Desktop Application v2.2.2.

Pathways were considered significantly enriched at an FDR equal to or smaller than 0.25.

TPMs levels of various genes were extracted by generating a read-count matrix with the Bioconductor packages GenomicAlignments and GenomicFeatures in R.

All sequences logos were generated and visualized using “ggseqlogo” package in R. Full context RNA editing evens were displayed using PlotRNAedits (https://github.com/temizna/plotRNAedits).

### Candidate validation

Candidates were selected following the criteria that 20% of the transcripts for a specific gene must contain a C-to-T change, to ensure the visualization of a double peak after sanger sequencing. Primers were designed (Additional file 5: Table S4) for the chosen candidates and used to amplify the edited position in RNA and DNA from livers, pancreas and lungs. PCR products were run in a 1% agarose gel and later bands were isolated and DNA extracted using QIAquick Gel Extraction kit (Qiagen). The extracted DNA was then submitted for sanger sequencing (Microsynth). Sequences were aligned to the specific reference mouse gene using the online tool Benchling to finally determine the presence of an RNA editing event or a DNA mutation. RNA editing events were additionally verified and quantified using MultiEditR v1.0.8 [65].

## Statistical analysis

Statistical analysis was carried out using Prism6 (GraphPad). *p* values were as follows: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The number of animals is represented with n.

### Supplementary Information

**Additional file 1.** Supplementary figures.

**Additional file 2:** **Table S1.** RNA editing events per chromosome.

**Additional file 3:** **Table S2.** RNA editing validation.

**Additional file 4:** **Table S3.** Mice.

**Additional file 5:** **Table S4.** Sequences of primers used for the validation.

**Additional file 6.** Data source.

**Additional file 7.** Peer review history.

## Data Availability

All data generated in this study is available at NCBI Gene expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209723 under accession number GSE209723 [66].

## Abbreviations

A3A: APOBEC3A
A3B: APOBEC3B
A3G: APOBEC3G
SBS: Single base substitution
Dox: Doxycycline
TBP: TATA-binding protein
RNA-seq: RNA-sequencing
ALT: Alanine transaminase
AST: Aspartate transaminase
WES: Whole exome sequencing
SNPs: Single nucleotide polymorphism

# Supplementary material for: Acute expression of human APOBEC3B in mice results in RNA editing and lethality
**Source:** Genome Biol. 2023 Nov 24;24:267. doi: 10.1186/s13059-023-03115-4
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures.

## Supplementary Text and Figures

### Acute expression of human APOBEC3B in mice results in RNA editing and lethality

#### Supplementary Figure Legends

##### Fig S1.

**A)** Schematic of the breeding strategy to obtain *TetO-A3B/CAGs-rtTA3* mice. **B)** Quantitative RT-PCR analysis of A3B transgene expression in different tissues from *A3B* mice after 10 days on doxycycline normalized to two housekeeping genes: Actin and 18S. Error bars represent SEM. Each dot is a mouse. **C)** Immunohistochemistry of A3B in the indicated tissues from *TetO-A3B/CAGs-rtTA3* mice fed with doxycycline for 10 days. Scale bar: 50  $\mu$ m. **D)** DNA cytosine deaminase activity with increasing amounts of protein extracts from liver tissue and their corresponding quantification (n=4) (S, Substrate; P, Product). **E)** A3B mRNA levels in liver, lung and pancreas from *TetO-A3B/CAGs-rtTA3* animals are within the range reported for human tumors (gray dots represent data from individual TCGA tumors, purple dots represent liver, green dots pancreas and yellow dots lung tissues from *TetO-A3B/CAGs-rtTA3* mice; mean  $\pm$  SD shown by red dots and error bars, respectively).

##### Fig. S2.

**A)** Immunohistochemistry against pH3 and ki67 in paraffin sections of livers from control and *A3B* mice and their corresponding quantification (n=6). **B)** Pathway enrichment analysis showing the normalized enrichment score (NES) for the *A3B* liver samples compared to the controls. 

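The lists for the pathways of Fig. S2B, other than cholesterol homeostasis and fatty acid metabolism, were tested in the same way in the livers of set 2. Lower expression in A3B livers passed the threshold of limma's camera test for xenobiotic metabolism (median log2 fold change -1.23, adjusted p = 7.83e-11), bile acid metabolism (-0.86, adjusted p = 5.75e-07), heme metabolism (-0.56, adjusted p = 0.00192), complement (-0.52, adjusted p = 8.89e-05), peroxisome (-0.22, adjusted p = 0.00608), adipogenesis (-0.20, adjusted p = 0.0142) and oxidative phosphorylation (-0.10, adjusted p = 0.0142). With counts scaled by their totals the medians of peroxisome (0.20), adipogenesis (0.27) and oxidative phosphorylation (0.37) were positive but below the median of all genes. Higher expression passed the threshold of the camera test from limma for TNFA signaling via NFKB (0.94, adjusted p = 6.93e-05) and the p53 pathway (0.55, adjusted p = 0.0186). The 9 lists that did not pass had medians of 0.55 for inflammatory response, 0.51 for hypoxia, 0.46 for interferon alpha response, 0.42 for IL6 JAK STAT3 signaling, 0.36 for interferon gamma response, 0.32 for apoptosis, 0.11 for the reactive oxygen species pathway, 0.09 for glycolysis and 0.01 for DNA repair. Preranked gene set enrichment analysis put 13 lists past the threshold of 0.05 (the paper's own is an FDR of 0.25), inflammatory response (adjusted p = 0.0336) and hypoxia (adjusted p = 0.0198) among them. The paper's Methods name gene set enrichment analysis and do not state that it was preranked. Among single genes with every A3B liver on one side of the controls and a mean of at least 10 TPM in one group, Tceal5 was at least 347-fold and Gm14201 at least 36.3-fold higher in A3B livers, since their controls were at or under 3 counts. By edgeR, the next largest rises were those of Sult1e1 (log2 fold change 9.68, adjusted p = 0.00371), Lcn2 (7.21, adjusted p = 0.00525) and Defb1 (6.64, adjusted p = 0.00371). The largest falls beside Scd1 were, by edgeR, those of Mup15 (-9.37, adjusted p = 0.0357), Serpina4-ps1 (-8.33, adjusted p = 0.0285), Gm13502 (-7.28, adjusted p = 0.032) and Slco1a1 (-6.78, adjusted p = 0.00296). Mup15 was at 116 TPM in control liver 45 and 2428 TPM in control liver 168, and Serpina4-ps1 at 24.9 and 515 TPM. Gm13502 was at 0 TPM in every A3B liver but 49 (0.496 TPM), so the size of its fall is uncertain. Its log2 fold change ranged from -11.78 to -7.02 over the fits that each left out an A3B liver.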

False discovery rate (FDR) q-values are shown to the right or left side of the bars. **C)** Analysis of transaminase levels (ALT and AST), lipase and amylase in sera of control and *A3B* mice. **D)** Pathway enrichment analysis showing the normalized enrichment score (NES) for the *A3B* pancreas samples compared to the controls. False discovery rate (FDR) q-values are shown on the right or left side of the bars. **E)** Immunohistochemistry against pH3 and ki67 in paraffin sections of pancreas from control and *A3B* mice and their corresponding quantification (n=6). Data was analyzed by unpaired t test, n.s. non-significant. Data represented as mean  $\pm$  SD are shown by dots and error bars, respectively. Scale bar: 100  $\mu$ m.

##### Fig. S3.

**A)** Trinucleotide mutation profiles for all base substitutions at the RNA level in livers from each individual *A3B* mouse. **B)** Trinucleotide mutation profiles for all base substitutions in

pancreas from each individual *A3B* mouse. Relative contribution refers to the contribution that each single base substitution has to the overall base substitution spectrum in *A3B* mice.

**Fig. S4.**

**A)** Trinucleotide mutation profiles for all base substitutions at the DNA level in livers and pancreas from *A3B* mice,  $n=6$ . Relative contribution refers to the contribution that each single base substitution has to the overall base substitution spectrum in *A3B* mice. **B)** and **C)** Examples of Sanger sequencing chromatograms showing *A3B*-driven RNA editing in *A3B* liver and pancreatic tissues, respectively. **D)** *A3B* mRNA levels in liver and lung from individual *A3B* mice relative to TBP (mean  $\pm$  SEM shown by dots and error bars, respectively) Unpaired t-test,  $p<0,001$ . **E)** Examples of Sanger sequencing chromatograms showing *A3B*-driven DNA mutations in *A3B* lungs.

**Fig. S5.**

Editing landscape of shared edited genes in *A3B*-expressing livers and pancreas. The upper panel indicates the total number of edits per mouse and the lower panel indicates the shared edits among mice. Represented only those edits that appeared in 2 or more mice. **A)** Liver **B)** Pancreas **C)** Liver and pancreas shared edits.

**Fig. S6.**

**A)** Survival of *A3B/CAGs-rtTA3* and *A3B/Apobec1<sup>-/-</sup>/CAGs-rtTA3* mice after doxycycline administration. *A3B*  $n=26$ , *A3B/Apobec1<sup>-/-</sup>*  $n=6$ .  $P<0.0001$  by Log-rank (Mantel-Cox) test. **B)** Immunodetection of tGFP in the indicated tissues from *A3B* and *A3B/Apobec1<sup>-/-</sup>* mice fed with doxycycline for 10 and 7 days respectively, Anti-actin blots are shown as loading controls. Below, the corresponding quantification. **C)** DNA cytosine deaminase activity from whole-cell extracts in the indicated tissues from *A3B* and *A3B/Apobec1<sup>-/-</sup>* mice and the corresponding quantification of the percentage of deaminated oligo (S, substrate; P, product).

**Fig. S7.**

**A)** Western blot showing tGFP levels in liver tissue from *A3B* mice 4 days after dox administration. Actin is shown as the loading control. **B)** Immunohistochemistry against gH2AX in paraffin sections of livers from *A3B* mice 4 and 10 days after doxycycline administration. **C)** Western blot showing tGFP levels in liver tissue from control and *A3B* mice

on dox for 4 days and placed back on a normal diet for 12 days. Actin is shown as the loading control. **D)** Western blot showing tGFP levels in liver tissue from control and *A3B* mice that received a pulse of A3B expression (4 days dox and up to a year on a normal diet) or expressing A3B in a cycle manner (4 days dox-26 days off dox/monthly). Samples were collected at experimental endpoint (1 year). GAPDH is shown as the loading control and the quantification is shown on the right. **E)** Immunoblot showing A3B-tGFP levels in the indicated tissues from *A3B<sup>E255A</sup>* mice fed with dox for 8 days. GAPDH or actin were used as the loading control. On the right, corresponding quantification. **F)** Western blot showing tGFP levels in liver tissue of 3 *A3B* and 3 *A3B<sup>E255A</sup>* and the corresponding quantification. GAPDH is shown as the loading control.

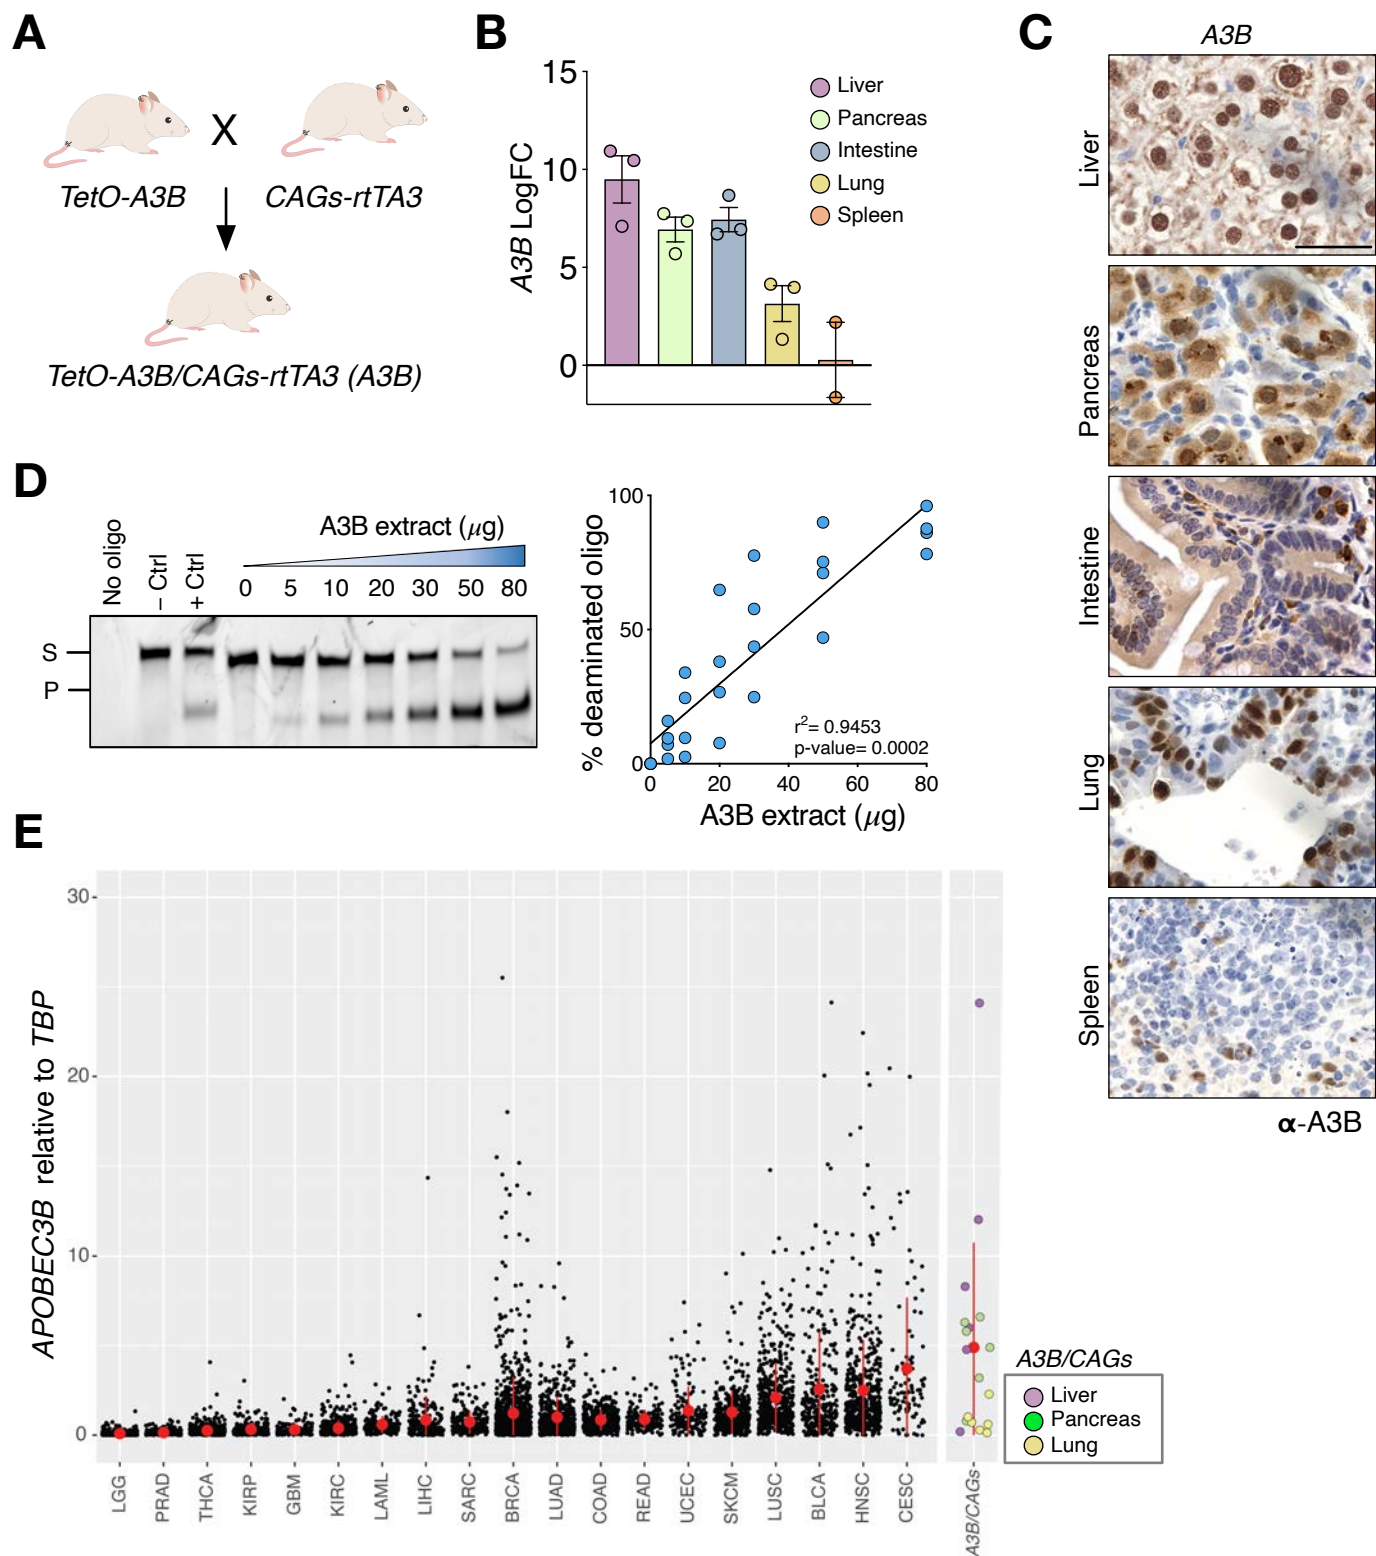

Supplemental Figure 1

**A**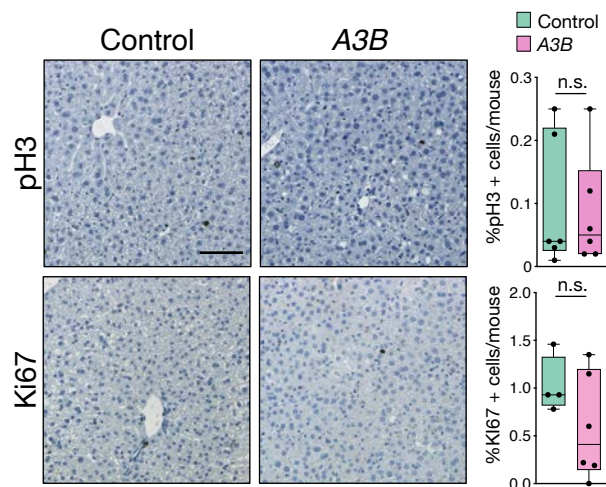**B**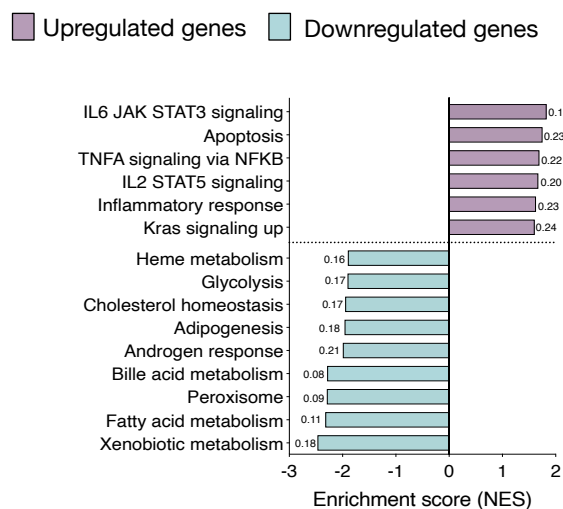**C**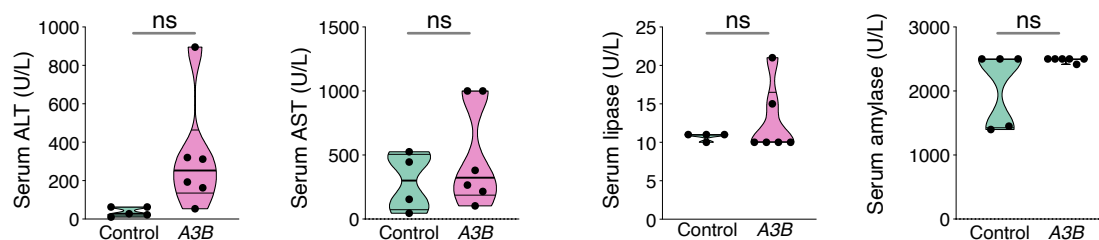**D**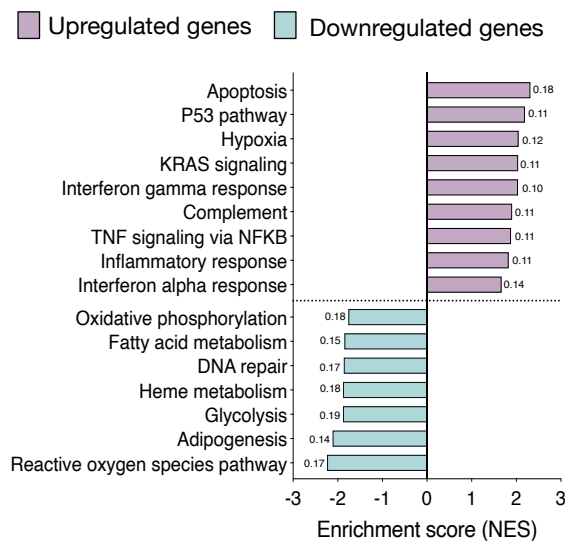**E**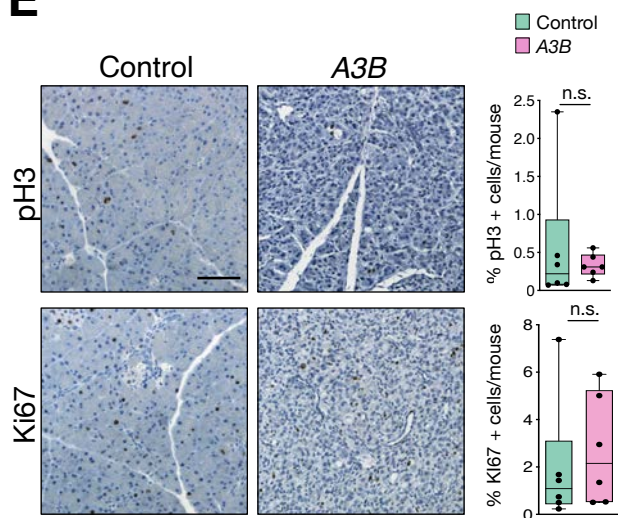

**A**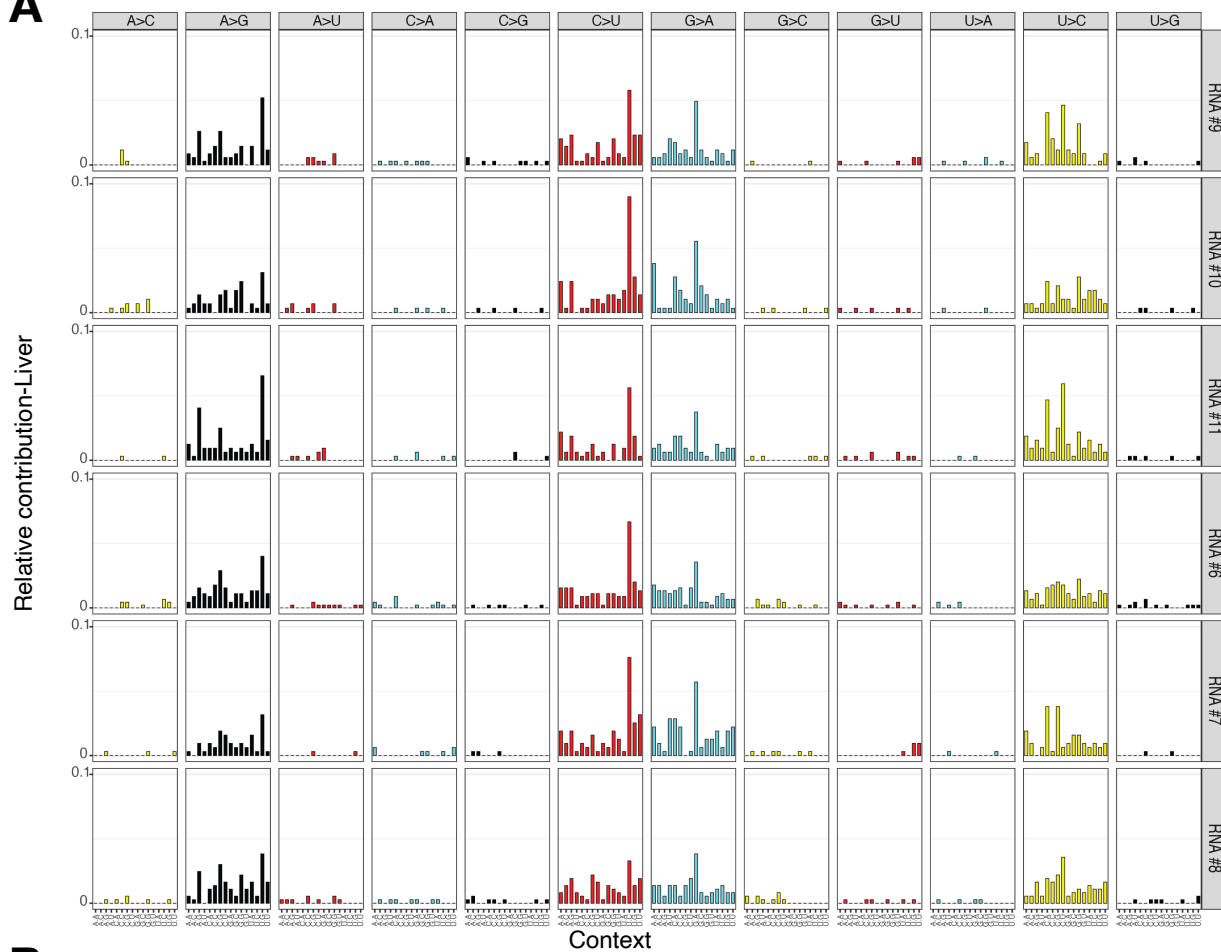**B**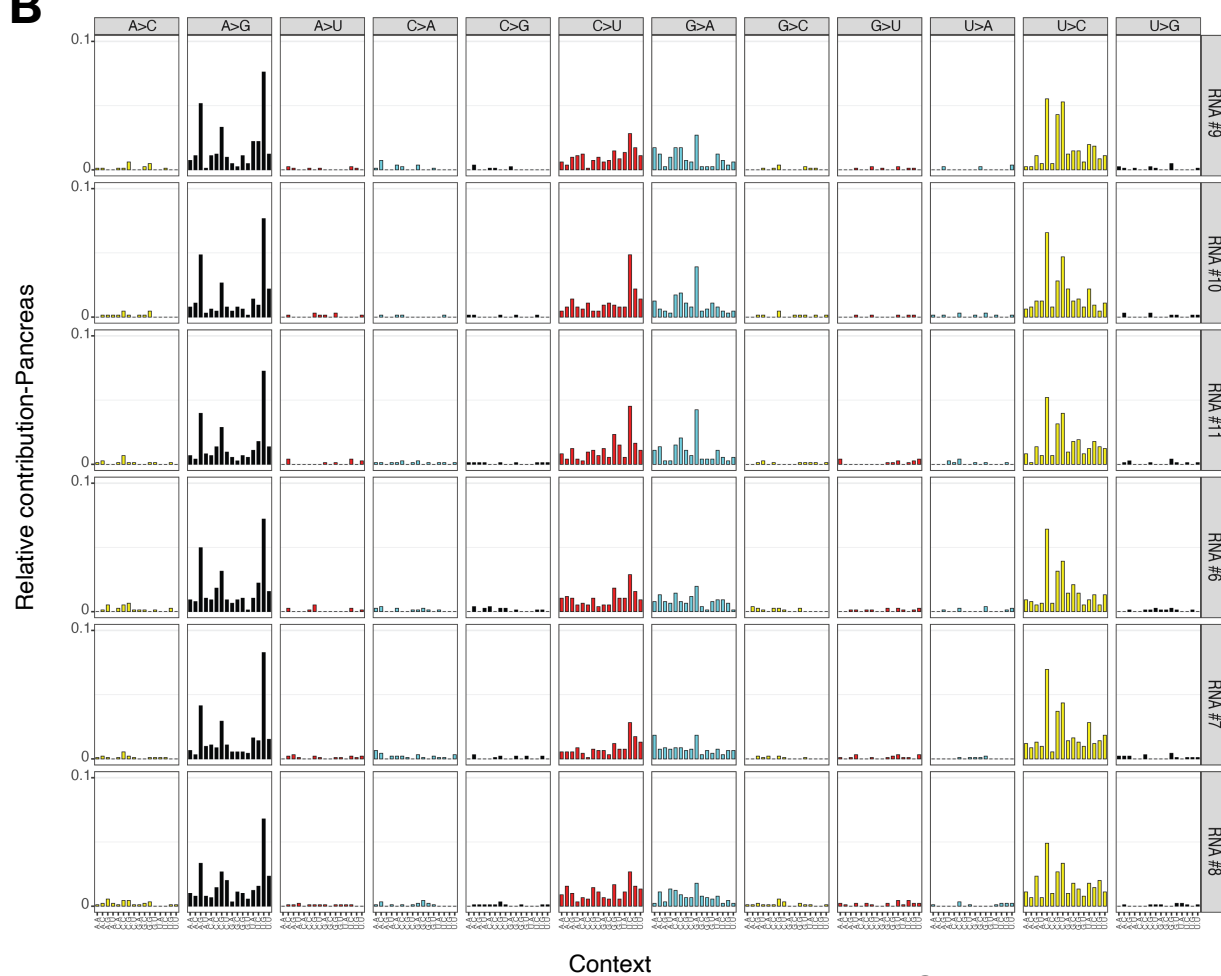**Supplemental Figure 3**

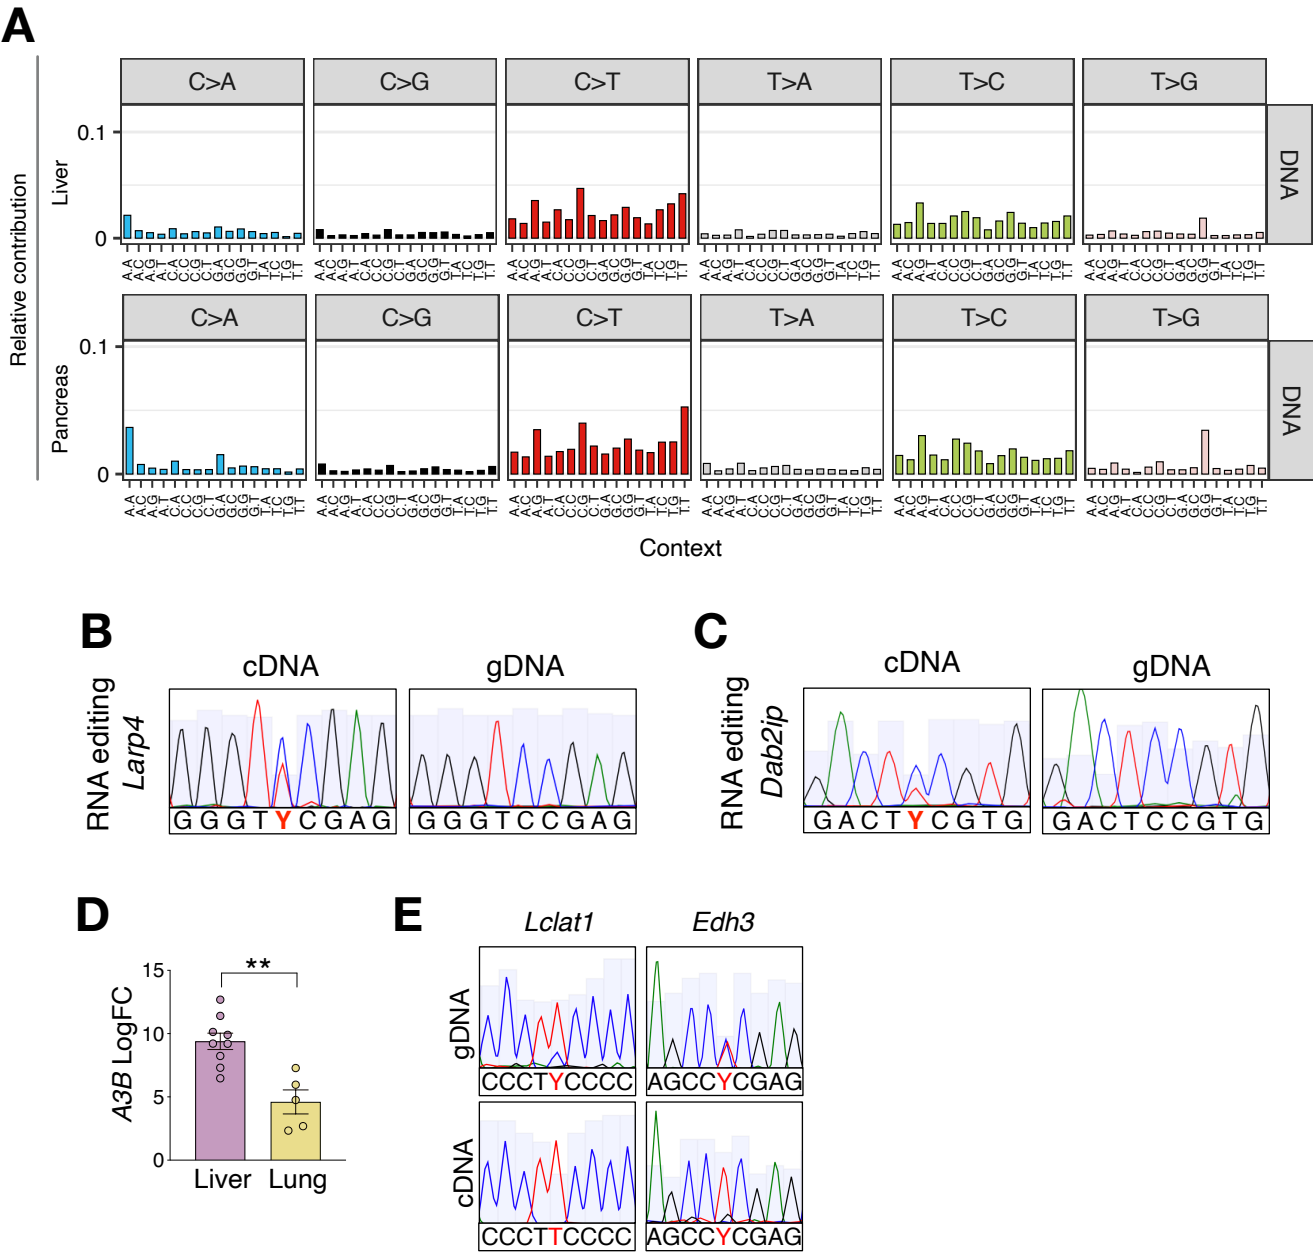

Supplemental Figure 4

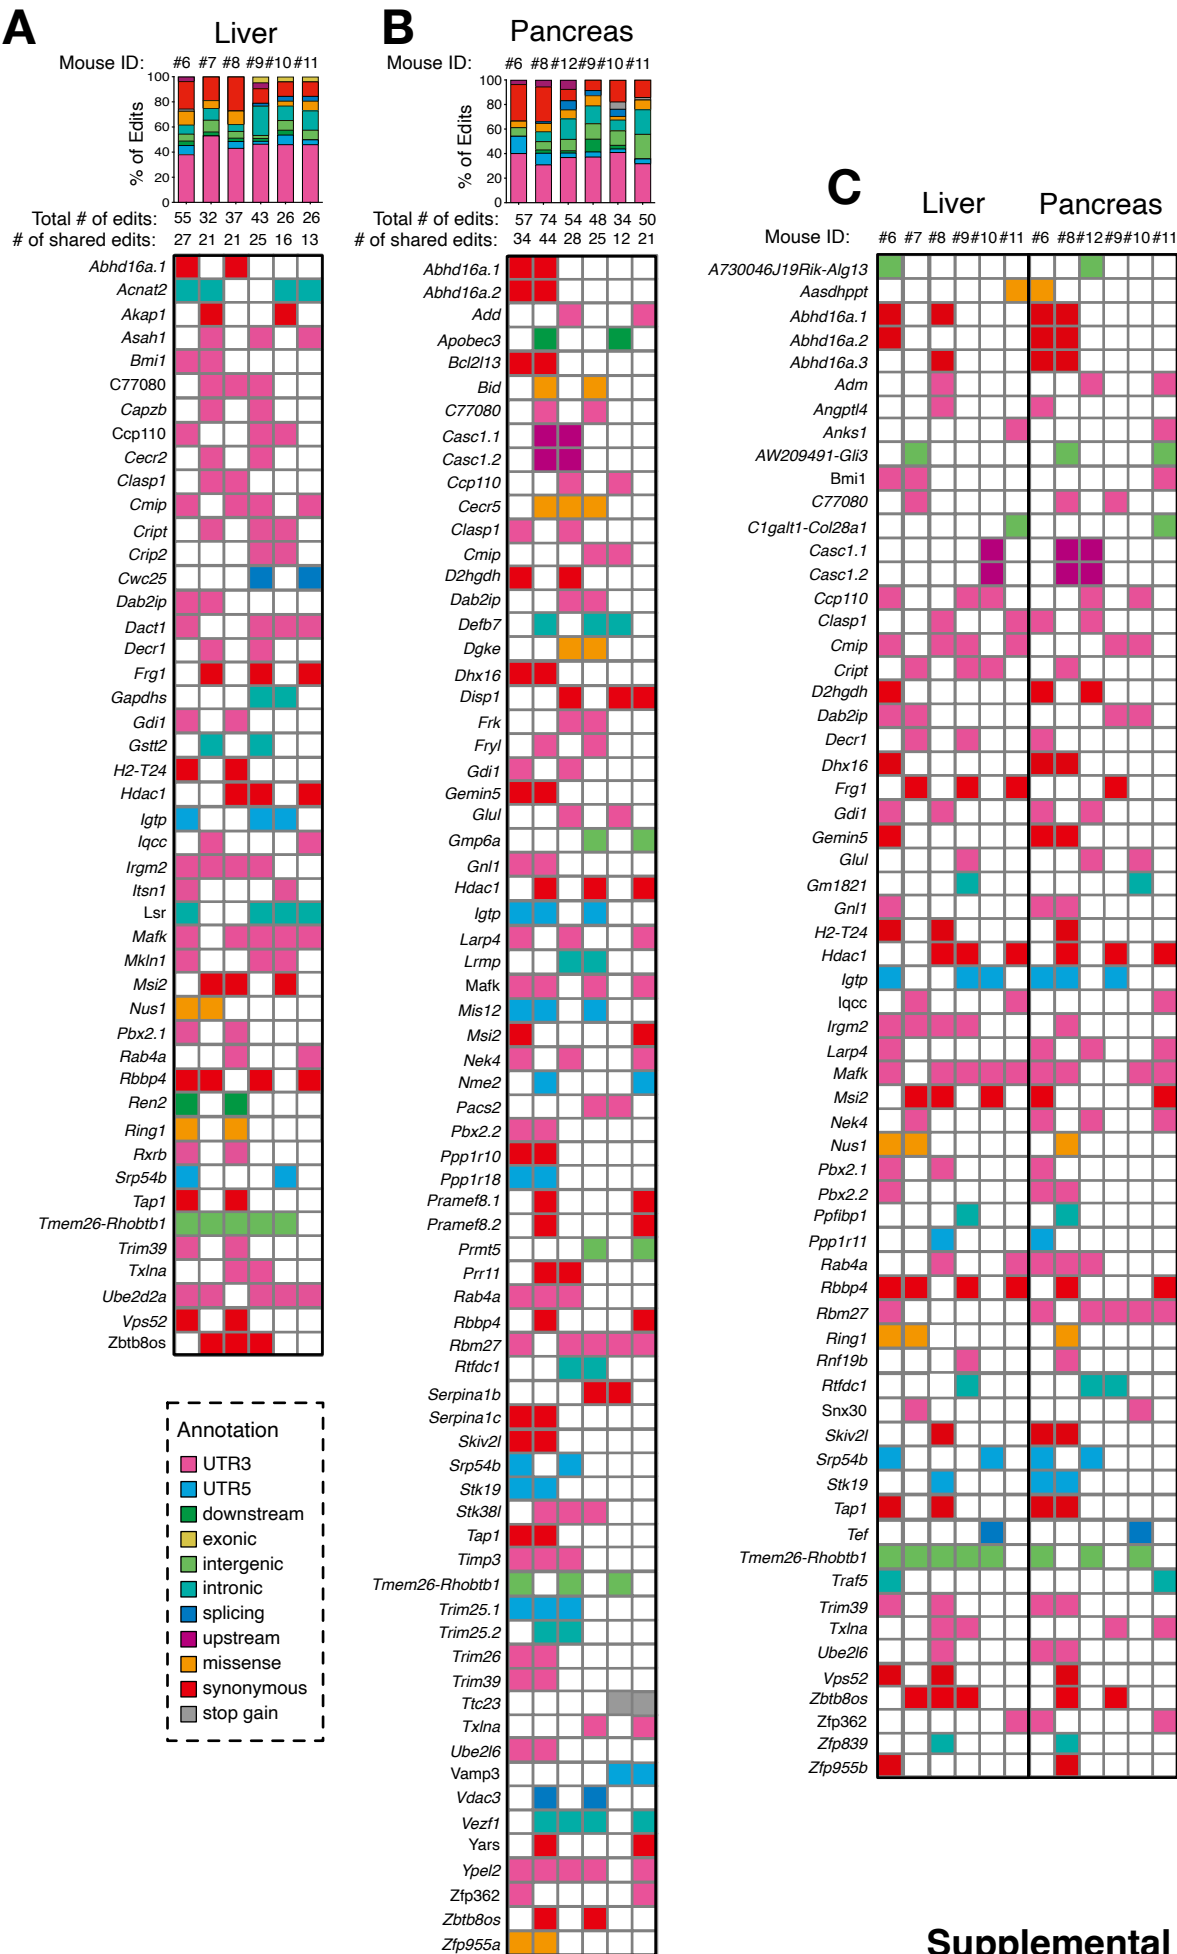

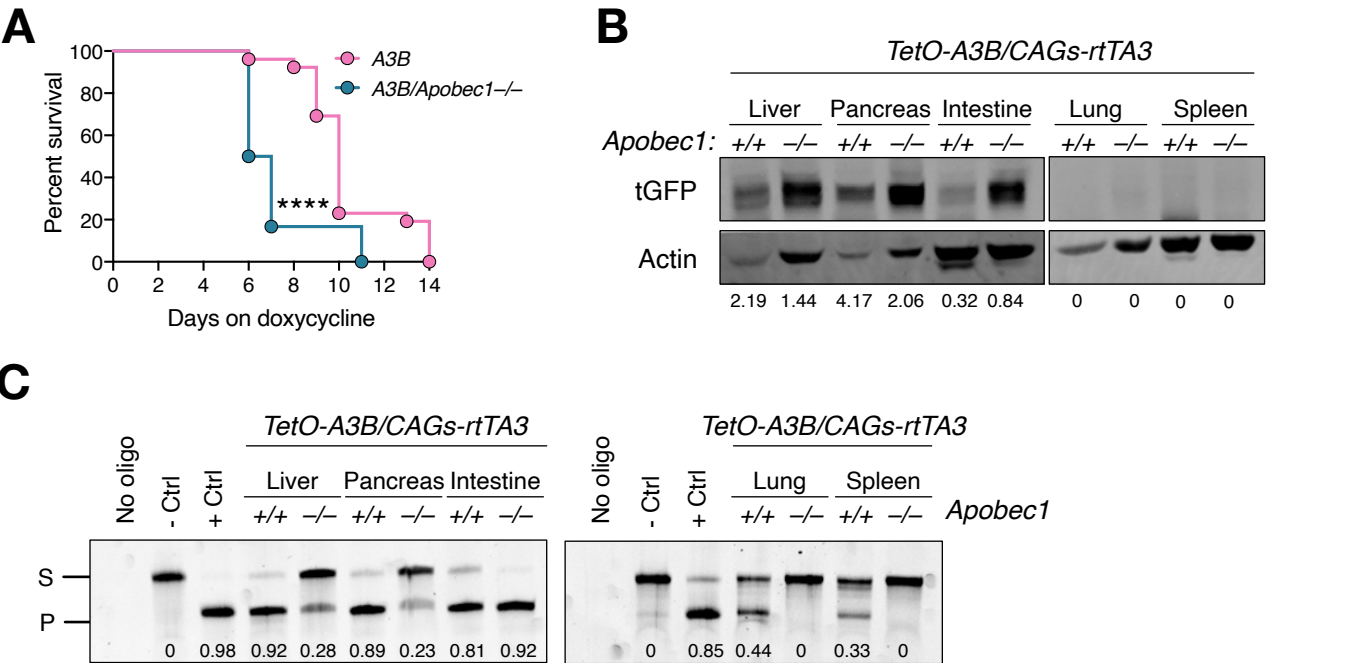

Supplemental Figure 6

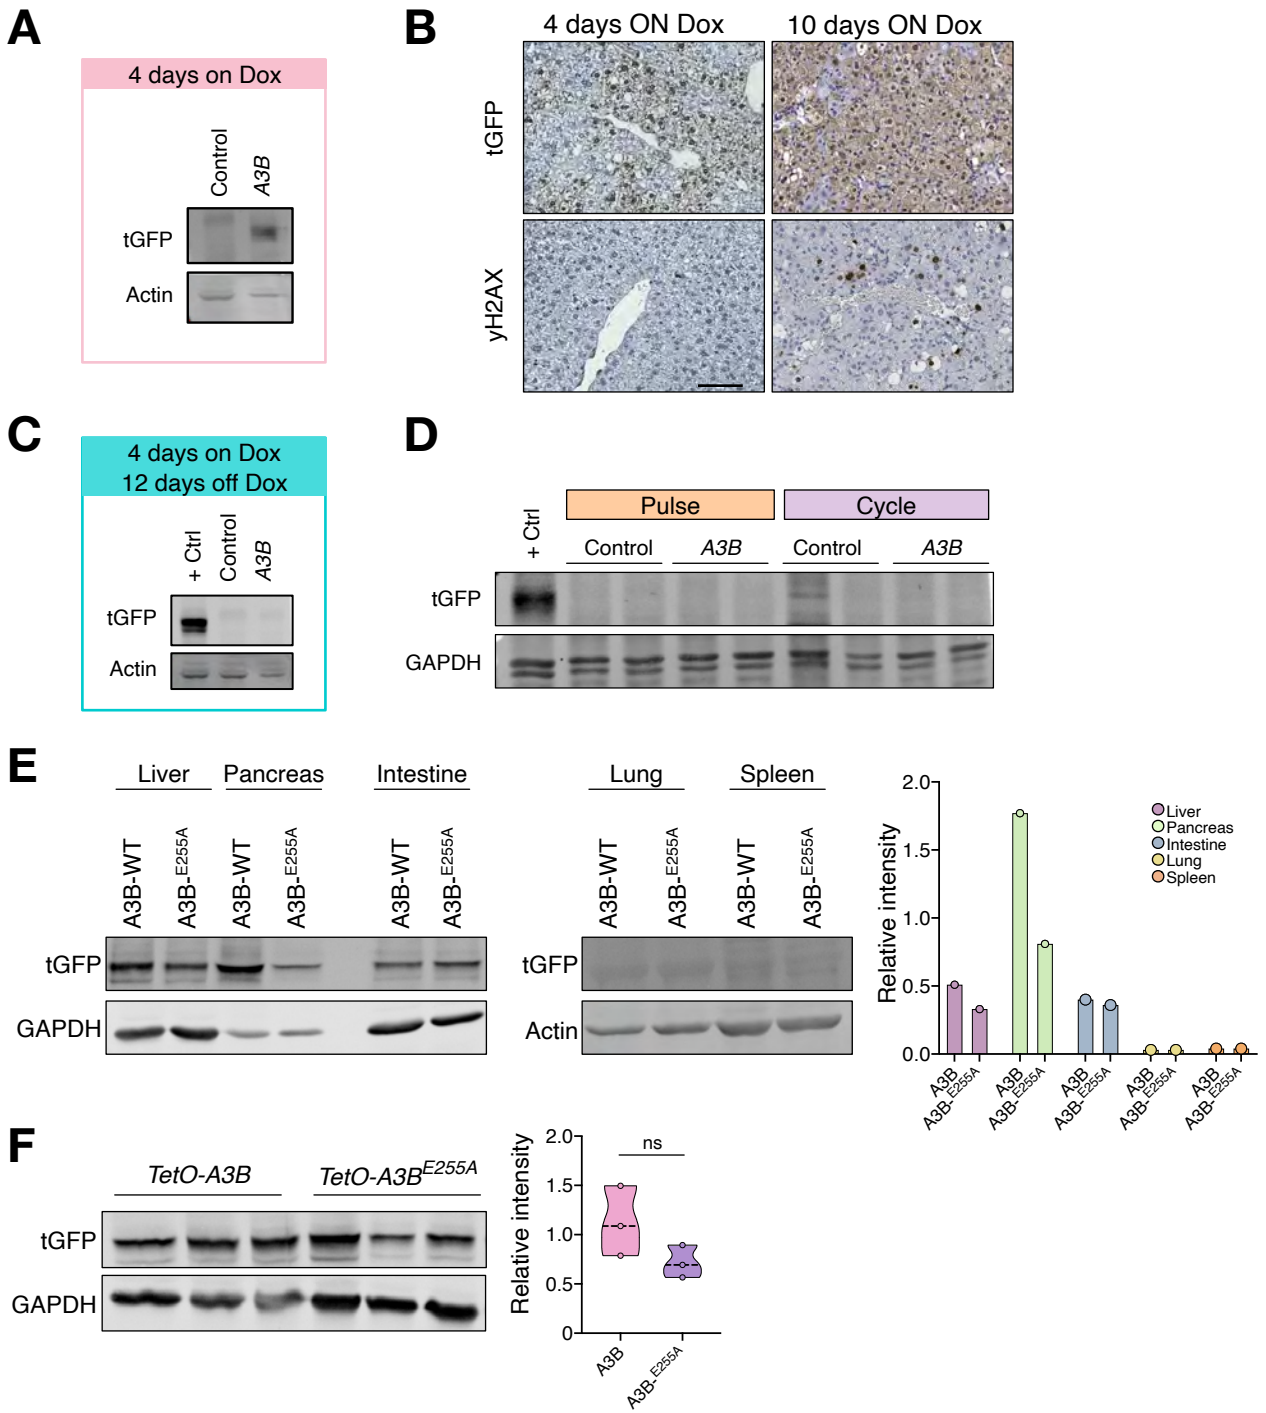

Supplemental Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

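The files analysed hold 28 samples of mouse liver, pancreas and lung in 2 sets. Set 2 has 16 samples, and for these the authors deposited, per transcript, the estimated count and the TPM that kallisto computed against mm10 transcripts, with no later normalization of the counts. Set 1 has 12 samples, and for these the deposited values are TPM per gene, which the authors computed from a matrix of read counts with GenomicAlignments and GenomicFeatures. No reads were aligned here, and RNA editing was not called from reads. Groups, mouse numbers and tissues come from the sample titles and Table S3, and label conflicts are given at the first result of each set.

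For set 2, 116640 of 119414 transcripts were assigned to 35858 gene symbols with GENCODE M21, 2774 were not matched, and estimated counts were summed per gene and rounded. Genes were filtered with edgeR's filterByExpr, scaled with TMM and tested with the robust quasi-likelihood F test, A3B against control within each tissue. The difference of the A3B effect between pancreas and liver was tested as an interaction term over all 16 samples. For set 1, values were taken as log2(TPM + 1), genes with a mean of at least 1 TPM in the tissue were kept, and limma was used with a trend and robust variances. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05.

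Gene lists were written from general knowledge, since the hallmark gene sets were not used here. The 20 pathway lists are cholesterol homeostasis, fatty acid metabolism, bile acid metabolism, peroxisome, xenobiotic metabolism, glycolysis, heme metabolism, IL6 JAK STAT3 signaling, inflammatory response, TNFA signaling via NFKB, interferon alpha response, interferon gamma response, complement, apoptosis, p53 pathway, hypoxia, oxidative phosphorylation, DNA repair, reactive oxygen species pathway and adipogenesis. The 9 cell lists are acinar, endocrine, ductal, T cell, B and plasma cell, macrophage, fibroblast, adipocyte and hepatocyte. Lists were tested with camera from limma at a preset correlation of 0.01, with an estimated correlation, with fry and with fgsea as alternatives. Means of lists, single genes over both sets and the transgene were compared with two-sided exact permutation tests.

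The text names genes by a rule: the genes that the paper names for these RNA-seq data, in each tissue of set 2 the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 TPM in one group and every A3B sample on the same side of every control, and up to 3 members with the smallest p of each list discussed. For 2 genes that fall under this rule the single values are not reported here. The comparisons, the alternatives and this rule were written before the data were examined, with 1 exception. The comparison of edited sites between the liver and pancreas of one mouse was written after Table S1 had been seen. Some alternatives were chosen after seeing the data: Y-chromosome expression as a covariate, the lists of set 2 without each control, the liver lists of set 1 without each sample, fry for the lung lists, and the replicate block, fry and the estimated correlation for the lists of the interaction.

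On simulated counts with a 4-fold change in 200 genes, edgeR called 99.5% of them for the liver design and 100% for the pancreas design at a dispersion of 0.05, and 28.5% and 22% at a dispersion of 0.25. DESeq2 called 99% in both designs at the lower dispersion and 54% and 45% at the higher. At the higher dispersion 38 of its 146 calls for the liver and 50 of its 140 calls for the pancreas were false, against 3 of 60 and 3 of 47 for edgeR. At the lower one 21 of 219 and 29 of 227 were false, against 9 of 208 and 9 of 209 for edgeR. In the data the common biological coefficient of variation, the square root of the dispersion, was 0.57 in the liver and 0.468 in the pancreas. Both lie nearer to the higher simulated dispersion than to the lower, and the liver lies above it. On simulated TPM values limma called 39% for the liver of set 1 and 88.5% for the lung, with 1 of 79 and 5 of 182 calls false. Camera called the 1 changed list in each simulated set of counts and no other list. The simulated genes varied independently of each other. This result therefore could not show false calls that arise where the genes of a list vary together. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.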

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

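Tests of the depth of A3B liver 48 and A3B pancreas 49, of lymphoid tissue, of the acinar share, of total counts for the acinar list and of other splits of the lungs were chosen only after the result was seen.

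Single samples lay far from the rest of their group in 17 of 164 groups of samples tested (10.4%, where chance gives 5%). Of the A3B livers, liver 48 was apart for Adarb2 (0.506 against 0.124 to 0.226 in the others, log2(TPM + 1)), Capzb (5.89 against 6.95 to 7.21) and Lcn2 (8.94 against 10.5 to 11.4), and for the means of the cholesterol homeostasis list (5.56 against 4.42 to 4.81 log2 CPM), the adipogenesis list (5.75 against 6.07 to 6.22) and the macrophage list (1.87 against 4.91 to 6.43). Its counts on genes, 68196300, lie within the range of the other A3B livers (64665244 to 97917099), which argues against depth. Its lower Lcn2, lower Capzb and higher cholesterol mean depart from the other A3B livers toward the controls. Its Capzb (58.3 TPM) also lies below both controls (88.0 and 70.4 TPM), with the other A3B livers at 122.4 to 146.8 TPM. Its macrophage mean (5.55 in both controls), adipogenesis mean (6.30 and 6.19 in controls) and Adarb2 (0.4197 TPM, 0.0511 and 0.112 in controls) lie away from the controls. In liver 48 the most abundant gene was mt-Co1, with 7.25% of the counts, where it was Alb in every other liver of set 2. The 10 most abundant genes took 25.0% of the counts of liver 48 and between 14.0% and 17.8% of those of the other A3B livers. They took 24.5% and 22.2% in control livers 45 and 168. No explanation other than depth was tested, RNA quality and tissue composition included, and the transgene was not analysed in set 2. Liver 49 was apart for Selenof (7.41 against 5.13 to 5.68), Gm13502 (0.581, where the others were at 0) and the xenobiotic metabolism list (6.01 against 7.06 to 7.63), liver 44 for Clasp1 (3.63 against 2.53 to 2.93) and liver 153 for Slco1a1 (2.55 against 0.918 to 1.51). No explanation was tested for livers 44, 49 and 153.

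Of the A3B pancreases, pancreas 49 was apart for Adar (5.83 against 4.67 to 5.02, log2(TPM + 1)), A1cf (2.52 against 1.41 to 1.78), Oasl1 (5.55 against 4.82 to 4.94) and the T cell list (3.18 against 0.307 to 1.36 log2 CPM). It had 74214830 counts on genes, below the others (78040868 to 86888565), by less than the spread among them, and low depth does not raise single genes and a list. Lymphoid tissue in the sample cannot be told apart from an inflammatory infiltrate, since its mean of the B and plasma cell list, 3.92, was above the highest other A3B pancreas by little (3.62). Pancreas 125 was apart for Adarb1 (3.61 against 1.93 to 2.49) and pancreas 44 for the peroxisome list (4.35 against 3.84 to 4.02), and no explanation was tested for these.

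The A3B effect differed between pancreas and liver in 2368 of 19908 genes (interaction term of edgeR, adjusted p under 0.05), 1367 of them with the larger log2 fold change in the pancreas, and 5743 had an unadjusted p under 0.05. With the animal as a replicate block the count was 1616, of which 1370 were among the 2368, all with the same sign. Of the pathway lists 13 differed by camera, given here as pancreas minus liver in median log2: complement 2.26, bile acid metabolism 2.24, xenobiotic metabolism 1.85, cholesterol homeostasis 1.85, interferon alpha response 1.72, interferon gamma response 1.46, IL6 JAK STAT3 signaling 1.00, apoptosis 0.63, inflammatory response 0.61, fatty acid metabolism 0.61, glycolysis 0.56, TNFA signaling via NFKB 0.16 and oxidative phosphorylation -1.05. With the replicate block 11 lists passed, without glycolysis and TNFA signaling, under fry 15, and with an estimated correlation none (2 with an unadjusted p under 0.05). Of the named genes, B2m (3.13), Cmip (1.70), Dab2ip (1.57), Adar (1.54), Cmas (1.28), Capzb (1.27) and Clasp1 (1.14) differed, with adjusted p between 0.0113 and 0.0486. With the replicate block the adjusted p of Capzb was 0.116 and that of Cmas 0.0543. Scaling by total counts moved the median of all genes from 0.03 to 1.59 and gave 8068 genes. Of the 2368 genes, 66.7% were called with the same sign under it. Since this scaling moves every gene the same way, calls in that direction are kept by construction (7845 higher and 223 lower under it), and a few genes taking most of the control counts cannot be told apart from a difference between the tissues. Differences in the share of cells between the tissues also stay open.

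The paper uses the lungs to look for editing and reports no differential expression in them. Of 13651 genes tested, 2191 were higher and 2838 lower in A3B lungs, 5029 in all. Leaving out A3B lung 69 gave 2998, A3B lung 70 3087 and control lung 91 3288. The real split gave the largest number of the 10 splits of the 6 lungs, as 1 of 10, where the next gave 131. No other grouping of these lungs therefore gave a count near that of the real split. With 3 samples against 3 the share cannot fall below 0.1, so the share by itself cannot exclude chance. By camera 6 pathway lists passed the threshold: TNFA signaling via NFKB (0.43), hypoxia (0.25), fatty acid metabolism (0.25) and p53 pathway (0.16) higher, and oxidative phosphorylation (-0.50) and DNA repair (-0.35) lower, against a median of -0.06 for all genes. As many lists or more passed in 9 of the 10 splits, up to 14, so the number of lists says nothing about A3B. Under fry 7 lists passed. The A3B lungs had doxycycline in the diet and 2 of the 3 control lungs had none by Table S3. For the genes called without it, control lung 87, with 11 days of doxycycline and no A3B transgene, lay at a median of 0.171 of the way from the other controls to the A3B lungs (quartiles -0.004 to 0.368), close to control lung 88 without doxycycline (0.192). This argues against the diet as the whole source, on 1 mouse.

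Cell lists in the pancreas are not part of the differential expression that the paper reports. The acinar cell list had a median log2 fold change of -3.61 (adjusted p = 4.9e-17 by camera, 0.00102 by fry), with 37 of 37 genes expressed in both control pancreases and none in another list. Of its most abundant genes, Cela1 fell from 156900 and 135100 TPM in controls to 2466 ± 2103 TPM (SD, n = 6), while Ctrb1 was at 25750 and 24600 TPM in controls and 74850 ± 29740 TPM (SD, n = 6) in A3B mice. Ctrb1 is higher in TPM, a scale on which the median of all genes rises, and on the TMM scale its log2 fold change was -0.83 (adjusted p = 0.318 by edgeR). The macrophage list rose by 2.87 (adjusted p = 3.1e-05 by camera and 0.00236 by fry; Lyz2 from 34.3 and 495 TPM to 1847 ± 716, C1qa from 7.97 and 24.7 TPM to 779.5 ± 262, SD, n = 6). Of its 14 genes 6 were expressed in both controls and 4 are in a pathway list. The fibroblast list rose by 2.06 (adjusted p = 3.1e-05 by camera and 0.00102 by fry; Col3a1 from 15.4 and 55.1 TPM to 627.5 ± 132, SD, n = 6). Of its 10 genes 7 were expressed in both controls and 2 are in a pathway list. The other cell lists had medians of 0.83 for hepatocyte, 0.57 for ductal, -1.06 for endocrine, -1.16 for T cell, -2.0 for B and plasma cell and -2.39 for adipocyte, and of these the endocrine and adipocyte lists passed the threshold by camera and the ductal list by fry. With counts scaled by their totals the acinar list was still lower, at -1.29, where the median of all genes was 2.29, which argues against a few genes taking most of the counts as its source. Total-count scaling turned the endocrine and T cell medians positive, at 1.28 and 0.78. A lower share of acinar cells alone would raise the lists of the other cell types alike, and the change of the fibroblast list exceeded that of the endocrine list by 2.73 on the log2 scale, in 6 of 6 A3B pancreases above both controls (exact permutation p = 0.0357). A gain of macrophages and fibroblasts together with a loss of acinar cells, or lower expression within acinar cells, may each contribute and were not separated.

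Control pancreas 168 was higher than control pancreas 45 by at least 4.70 log2 CPM in both the T cell list (3.48 against -1.24) and the B and plasma cell list (5.22 against 0.52). Lymphoid tissue in that control is a candidate explanation for its high inflammatory mean, and it would make the rise of the inflammatory list in A3B pancreases smaller, not larger.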

How the results depend on the processing

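The Y-chromosome covariate, the fits without a control, the liver lists of set 1 without each sample, fry for the lung lists and the alternatives for the lists of the interaction were chosen after seeing the data. Of 2125 values under alternatives for 231 results, 1821 kept direction and side of the threshold or stayed within the spread, 114 became weaker, 51 stronger, 54 reversed and 85 moved. Of these, 108 weaker, 51 stronger and 52 moved belong to single genes and lists. Unless a reason is given, the cause was not tested.

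In the liver of set 2, the 636 genes became 2351 with DESeq2, 1120 with total-count scaling and 98 with transcripts in place of genes, and ranged from 178 (without A3B liver 137) to 1599 (without 49) over the 6 fits that each left out an A3B liver, with 216 without 44, 377 without 125 and 1123 without 48. The 11 lists past the threshold became 0 with an estimated correlation (3 with an unadjusted p under 0.05) and 3 under fry. The cholesterol list kept its median of -2.14 with the estimated correlation but not its threshold (adjusted p = 0.121), and ranged from -2.77 (without control 168) to -2.04 over the fits that left out a liver. The fatty acid list kept its median of -0.50 and lost its threshold with the estimated correlation (adjusted p = 0.397) and under fry (adjusted p = 0.0744), and ranged from -0.65 to -0.48, at -0.64 without control 45.

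In the pancreas, the 6093 genes became 13683 with total-count scaling, 11553 with limma on log2(TPM + 1) and 11174 with transcripts. TPM and total counts carry no correction for the few genes that fill the control libraries, and moved the median of all genes. With the estimated correlation 0 lists passed (2 with an unadjusted p under 0.05). The inflammatory list lost its threshold with the estimated correlation (1.05, adjusted p = 0.482) and with total-count scaling (3.14, adjusted p = 0.384), and ranged from 0.58 to 2.51 over the fits that left out a pancreas.

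In set 1, the 913 liver genes became 54 without a filter on TPM and ranged from 1 (without control 91) to 1562 (without control 11), with 9 without control 92 and 55 without A3B liver 23. The 12 lists became 0 under fry (5 with an unadjusted p under 0.05) and ranged from 7 (without A3B liver 28) to 17. The 5029 lung genes ranged from 2998 to 4579. The transgene's log2 change was 10.1 in the liver, 11.7 relative to Tbp and 12.4 with a pseudocount of 0.1, and 6.61 in the lung, 8.02 relative to Tbp and 7.96 with that pseudocount. Near 0 in controls, it depends on the pseudocount by construction. The 2368 genes of the interaction became 8068 with total-count scaling and 1616 with the replicate block. Of the Apobec and Adar genes and cofactors, the 1 past the threshold became 0 with the sets pooled (1 with an unadjusted p under 0.05) and 0 by edgeR in set 2 alone, where 2 had an unadjusted p under 0.05. The difference of the edited transcripts of the liver was 0.41 on the TMM scale and 0.81 with a pseudocount of 0.1. Over the fits that left out a liver it ranged from 0.62 to 0.79, and without A3B liver 137 (0.73) the exact p was 0.0952. Leaving 1 sample out also raises the smallest p that this test can give.

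Reversals with total-count scaling in the pancreas, where the median of all genes rose to 2.29, were those of the lists cholesterol homeostasis (1.89), peroxisome (1.92), heme metabolism (1.96), DNA repair (2.02) and adipogenesis (2.17), and of the genes Tbp (1.52), Apobec3 (2.17), Adarb2 (1.85), A1cf (2.02), Larp4 (1.93), Arhgap29 (1.38), Ube2d2a (1.89) and Tmem30a (1.49). With limma on log2(TPM + 1), Tbp (1.66), Apobec3 (2.02), A1cf (1.15), Larp4 (2.01), Arhgap29 (1.40), Ube2d2a (1.85) and Tmem30a (1.46) reversed as well. In the liver of set 2, A1cf (0.25 and 0.25) and Cmas (0.25 and 0.10) reversed with total-count scaling and with limma. With DESeq2, Adarb1 (-0.00767), Dab2ip (-0.00415) and Serinc1 (-0.0213) reversed, all close to 0.

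Most other reversals were close to 0, but that of A1cf over both sets, given last, was not. With the Y-chromosome covariate DNA repair in the liver of set 2 was -0.0140. Over the fits that each left out 1 sample, values of both signs were found in the liver of set 2 for glycolysis (-0.124 without control 168 to 0.0812 without A3B liver 137), DNA repair (-0.170 without 49 to 0.0430 without 153), the reactive oxygen species pathway (-0.234 without control 45 to 0.0929 without A3B liver 153), Adarb1 (-0.0338 without 153 to 0.115 without 48), Bri3bp (-0.123 without 48 to 0.158 without 137), Dab2ip (-0.0622 without 49 to 0.147 without 137) and Serinc1 (-0.0892 without 125 to 0.0853 without 153). In the pancreas they were found for adipogenesis (-0.136 without 44 to 0.00685 without 153) and A1cf (-0.242 without 49 to 0.0386 without 53), and in the liver of set 1 for glycolysis (-0.0057 without A3B liver 70 to 0.256 without 28). Adipogenesis in the liver of set 1, with a median of 0.0544, was lower by camera and higher by fry (adjusted p = 0.828). Over both sets A1cf was 0.54 higher, and -0.20 by edgeR in set 2 alone.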

Differences from the paper's values

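The paper lists the TPM values behind Fig. 5 in a supplementary file. For Apobec3 in A3B livers the paper's mean is 3.874 (SD 2.766), and the deposited TPM give 22.3 ± 16.0 (SD, n = 9). The deposited TPM alone give 4.44 ± 3.45 (SD, n = 3) in set 1 and 31.2 ± 10.8 (SD, n = 6) in set 2. For this gene the gap therefore lies in set 2. For Adarb2 in A3B livers the paper's mean is 0.02413, and the deposited TPM give 0.142 ± 0.113 (SD, n = 9). For Rbm47 the paper's means are 4.964 in controls and 4.75 in A3B livers, and the deposited TPM give 32.3 ± 15.3 (SD, n = 5) and 65.4 ± 22.6 (SD, n = 9). For A1cf the paper's means are 1.184 and 1.993, and the deposited TPM give 30.4 ± 27.9 (SD, n = 5) and 53.8 ± 30.2 (SD, n = 9). Of the alternatives set before the data were examined, none changes the values of these groups, so none closed the gap.

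For the R squared between expression of the edited transcripts in A3B and control livers, the paper's value is about 0.42 in Fig. 4C, read by eye, and the value here is 0.867. None of the alternatives set before the data were examined closed the gap, with values from 0.753 on the TMM scale to 0.906 without A3B liver 125.

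The paper describes Rbm47 as not altered, and here its difference was 1.14 on the log2 scale (stratified exact permutation test, adjusted p = 0.0321). It was not past the threshold with the sets pooled (adjusted p = 0.0899) or by edgeR in set 2 alone (adjusted p = 0.147). The housekeeping gene Tbp had log2 fold changes of similar size, 1.27 by limma in set 1 and 0.80 by edgeR in set 2.

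For Fig. S2B and S2D the paper's Methods set the threshold at an FDR of 0.25, and 0.05 was used here. Fig. S2B shows glycolysis as lower in A3B livers. The median of the glycolysis list here was 0.09, with negative medians when control 45, control 168 or A3B liver 48, 49, 125 or 153 was left out. Relative to other genes the list was lower by camera (adjusted p = 0.179) and by preranked gene set enrichment analysis (adjusted p = 0.129), which is under the paper's threshold and not under 0.05. Fig. S2B shows IL6 signaling, apoptosis and inflammatory response as higher, and their medians here were positive. By preranked gene set enrichment analysis their adjusted p were 0.0769, 0.0769 and 0.0336, each under the paper's threshold. By camera they were 0.141, 0.282 and 0.139, so that IL6 signaling and inflammatory response are under the paper's threshold and none is under 0.05. Without A3B liver 48, camera gave 0.0163 for IL6 signaling, 0.119 for apoptosis and 0.0166 for inflammatory response, and without A3B liver 137 it gave 0.212 for apoptosis.

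Fig. S2D shows fatty acid metabolism, glycolysis and the reactive oxygen species pathway as lower in A3B pancreases, and here they were higher, with medians of 0.37, 0.61 and 0.27 and adjusted p of 0.314, 0.0866 and 0.135 by preranked gene set enrichment analysis. It also shows DNA repair, heme metabolism and adipogenesis as lower, and their medians were -0.20, -0.28 and -0.03. DNA repair and heme metabolism were under the paper's threshold by camera (adjusted p = 0.0638 and 0.106) and by preranked gene set enrichment analysis (adjusted p = 0.0718 and 0.199), and under 0.05 without A3B pancreas 137 (DNA repair, adjusted p = 0.0447) and under fry (heme metabolism, adjusted p = 0.0171). Adipogenesis was under the paper's threshold in none of the settings that gave it as lower. The lists here are not the gene sets of the paper.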

Other observations

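Tests of sex, scaling, the hepatocyte share and other splits of the livers of set 1 were chosen only after the result was seen. The comparison of edited sites between tissues was set after Table S1 had been seen.

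The lower cholesterol list in A3B livers was tested against technical explanations. Y-chromosome genes were expressed in 3 of 6 A3B livers and 1 of 2 controls, and with this as a covariate the median was -2.22, which argues against sex. With counts scaled by their totals it was -1.71, which argues against scaling. Relative to the 200 genes nearest in GC content it was -2.31 and to those nearest in length -2.37, which argues against both. A lower share of hepatocytes would lower the list as far as the hepatocyte list, whose median was -0.67 (quartiles -1.60 to -0.27), against -2.14. Another time of day at collection stays open: clock genes of one phase minus those of the other changed by 2.59 in log2 units, with a mean of 2.00 over Arntl, Npas2, Clock, Cry1 and Nfil3 and -0.59 over 9 genes of the other phase, and the contrast was -0.999 to 0.351 in A3B livers and -3.06 and -2.66 in controls (exact permutation p = 0.0357). In set 1, control liver 11 had a contrast of -0.72, near the A3B livers (-1.45 to -0.79), and a cholesterol mean of 6.88 log2(TPM + 1), near the other controls (6.61 and 6.96) and apart from A3B livers (4.61 to 5.46). Time of collection was not found in the sample labels, and clock genes may also change in a mouse that stops feeding, which was not tested.

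In the livers of set 1, 699 of 11507 genes were higher and 214 lower, and 1 of the 10 splits, the real one, gave as many, where the next gave 0. By camera 12 lists passed the threshold, and 4 of the 10 splits gave as many, up to 15. The median of the cholesterol list was -2.18 (adjusted p = 3.13e-22 by camera, 0.0615 by fry), and 1 of the 10 splits, the real one, gave a median as far from 0, where the next gave 1.24. With 10 splits none of these counts can fall below a share of 0.1. Of the 497 genes called in set 2 and tested in set 1, 487 had the same sign in set 1 (98.0%, against 77.5% of all 10147 genes), and the rank correlation of the log2 fold changes was 0.768.

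Cell lists in the livers of set 2 had medians of 1.90 for acinar (1.5 with Try10, Gp2 and Serpini2 at their bounds), 1.38 for endocrine, 0.80 for adipocyte, 0.44 for ductal, 0.09 for T cell, 0.06 for macrophage, -0.50 for fibroblast and -0.57 for B and plasma cell, with adjusted p from 0.17 to 0.984 by camera. The acinar median rests on A3B livers 44 and 153, whose list means were 1.904 and 2.68 log2 CPM, against -3.45 to -2.63 in the other 4 and 0.0704 and -3.78 in the controls (difference 0.61, exact permutation p = 0.857, 2 of 6 A3B livers above both controls). The hepatocyte list, whose median is given above, was the 1 of the 9 past the threshold, with an adjusted p of 0.000432 by camera and 0.319 by fry.

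The edited transcripts of the pancreas stood at the 98.6 percentile of random lists of the same expression. On the TMM scale it was 96.5. Since the same few genes fill both control libraries, their effect on the TPM scale cannot be told apart from a rise of these 7 transcripts, which may also be easier to detect as edited where they are more abundant.

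In a recount of Table S1, 54 edited sites were shared by the liver and pancreas of the same mouse over 5 mice, against a mean of 32.8 over the 120 pairings of livers with pancreases (exact permutation p = 0.00833, the smallest possible), and the next largest pairing gave 52. The sites between 33 and 37 Mb of chromosome 17 number 30 in the liver and 32 in the pancreas. An inherited haplotype there would confine the sharing to that region, and outside it 38 sites were shared by the same mouse, against a mean of 25.8 (exact permutation p = 0.00833), and the next pairing gave 37. Inside it the values were 16 and 7 (exact permutation p = 0.1). The paper counted a variant as an edit only where the matched exome of the sample lacked it. It also sequenced selected positions in RNA and DNA, and found no change at the liver positions in mice with catalytically inactive A3B. The exome reads were not examined here. Inherited variants that the exome reads missed, and editing that varies between mice, both stay open. The median frequency of the sites was 0.423 in the liver and 0.421 in the pancreas.

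Expression in the liver and in the pancreas of one A3B mouse, each as the deviation from the mean of the A3B samples of its tissue, had a mean Spearman correlation of 0.186 over 8831 genes, against -0.0452 between different mice (exact permutation p = 0.05, 6 of 120 pairings).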
